# Transcriptional Profiling of Tumorspheres Reveals TRPM4 as a Novel Stemness Regulator in Breast Cancer

**DOI:** 10.3390/biomedicines9101368

**Published:** 2021-10-01

**Authors:** John Verigos, Dimitris Kordias, Styliani Papadaki, Angeliki Magklara

**Keywords:** breast cancer stem cells, mammospheres, tumorspheres, targeted therapy, combination therapy, stemness marker, RNA-sequencing, transient receptor potential cation channel subfamily M member 4 (*TRPM4*)

## Abstract

Cancer stem cells (CSCs) have been implicated in the development of chemoresistance, tumor recurrence and metastasis in breast cancer, thus emerging as a promising target for novel therapies. To identify novel stemness regulators that could potentially be targeted in luminal ER^+^ tumors, we performed RNA-sequencing (RNA-seq) in MCF-7 adherent monolayer cells and tumorspheres enriched in breast CSCs (bCSCs). We identified 1421 differentially expressed genes (DEGs), with 923 of them being upregulated and 498 downregulated in tumorspheres. Gene ontology and pathway enrichment analyses revealed that distinct gene networks underlie the biology of the two cell systems. We selected the transient receptor potential cation channel subfamily M member 4 (*TRPM4*) gene that had not been associated with cancer stemness before for further investigation. We confirmed that *TRPM4* was overexpressed in tumorspheres and showed that its knock-down affected the stemness properties of bCSCs in vitro. *TRPM4* inhibition revealed potential anti-tumor effects by directly targeting the bCSC subpopulation. We suggest that *TRPM4* plays a key role in stemness mediation, and its inhibition may represent a novel therapeutic modality against bCSCs contributing in the improvement of breast cancer treatments.

## 1. Introduction

Breast cancer is the most prevalent cancer worldwide, with 2.3 million women having been diagnosed with the disease and 685,000 patients having died of it in 2020 [1]. Conventional chemotherapy is still at the forefront of treatment regimens, being effective in inciting tumor remission, yet a considerable fraction of patients ends up developing resistance and suffering relapse overtime [2]. This occurs even in the least aggressive subtype of BC, the luminal ER^+^, which is treated with chemotherapy in advanced cases, and has a good prognosis in the initial 5 years after diagnosis, but has an increased chronic annual risk of recurrence thereafter [3]. More than half of the metastases of ER^+^ tumors occur 5 years or longer after diagnosis with some patients suffering recurrence after more than 20 years [4].

A possible explanation to account for this observation is based on the existence of rare tumor subpopulations with intrinsic resistance that survive treatment and drive tumor regrowth leading to patient relapse. Such tumor cells possess oftentimes stem-like characteristics, such as self-renewal and the capacity for differentiation, and are referred to as breast cancer stem cells (bCSCs). In breast, CSCs were first isolated from breast tumor specimens by Al-Hajj and colleagues [5]. The researchers determined that only a small fraction of cancer cells, those with the phenotype CD44^+^CD24^–/low^/lineage^–^, could initiate tumor formation, when transplanted to the mammary fat pad of severe combined immunodeficiency disease mice [5]. Later studies further confirmed that cells with this phenotype isolated from tumor samples or breast cancer cell lines possessed tumor-initiating properties and displayed increased resistance to conventional therapeutic schemes compared to the bulk of tumor cells [6,7]. As such, bCSCs have been implicated in the etiology of tumor recurrence and metastases [8] and their specific targeting has emerged as a promising approach complementary to the standard course of therapy, in order to improve clinical outcome in breast cancer [9].

To identify pharmacological targets in bCSCs, an in-depth characterization of the molecular mechanisms underpinning their biology is needed; however, the rarity of this tumor subpopulation has been a major hurdle for their study. Several methods of isolation and/or enrichment of bCSCs have been described in the literature [10]; the most widespread in vitro system for their study and manipulation is the generation of mammospheres, which are 3D-spheroid structures first developed by Dontu and colleagues for the propagation of human mammary epithelial cells under non-adherent, non-differentiated culture conditions [11]. These discrete cell clusters were enriched in progenitor cells capable of differentiating towards distinct mammary tissue lineages [11]. A later study showed that mammospheres cultured from breast cancer cell lines and primary tumors, also known as tumorspheres, were highly enriched in CD44^+^CD24^–/low^ cells [12]. Since then, numerous reports have meticulously characterized mammospheres/tumorspheres generated from various cancer cell lines and patient tumor samples confirming that each one is derived directly from the proliferative clonal expansion of a single tumor initiating cell and is enriched in cells that retain stem-like or progenitor cell properties [6,13,14]; thus, the 3D tumorsphere system represents a useful and reliable tool to study bCSCs in vitro.

In this study, we used next generation sequencing (NGS) to characterize the transcriptome of MCF-7-derived mammospheres and parental cells in an effort to identify novel regulators of stemness that could be potential targets in luminal ER^+^ tumors. Our bioinformatic analysis identified numerous differentially expressed genes including several known stemness markers validating our data, as well as novel genes that may play an important role in bCSCs. One of the latter ones was *TRPM4* a member of the TRPM family of ion channels that are overexpressed in various types of cancer [15]. *TRPM4* itself was recently shown to be upregulated in breast cancer [16], where it was associated with epithelial-to-mesenchymal transition (EMT) gene sets [16] spurring our interest to further investigate its role in bCSCs. Our results suggest that *TRPM4* is a novel bCSC-regulator, and its targeting may lead to a significant reduction of this aggressive subpopulation and may enhance therapeutic results in breast cancer.

## 2. Materials and Methods

### 2.1. Cell Lines and Pharmacological Agents

The MCF-7 human breast cancer cell line was purchased from ATCC (LCG standards, Middlesex, UK) and was cultured in Dulbecco’s modified Eagle’s medium (DMEM, high glucose) supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin in a humidified atmosphere of 5% CO_2_ at 37 °C. Cells were routinely passaged every 2 or 3 days and tested for mycoplasma. The TRPM4 inhibitor used was 9-phenantrhol (Sigma-Aldrich St. Louis, MO, USA, cat. No. 211281). The chemotherapeutic drug used was doxorubicin (Adriblastina Hydrochloride 10 mg/5 mL VIAL Pfizer, New York, NY, USA).

### 2.2. TRPM4 Knock-Down

A small interfering RNA (siRNA) previously published [17] was used for transient *TRPM4* knock-down and was transfected into cells using Lipofectamine™ RNAiMAX Transfection Reagent (ThermoFisher Scientific, Waltham, MA, USA) according to manufacturer’s instructions. A scrambled siRNA was used as a negative control.

### 2.3. Mammosphere Formation Assay

MCF-7 cells at an early passage were resuspended in mammosphere medium (DMEM/F12 supplemented with B27 (Gibco, ThermoFisher Scientific, Waltham, MA, USA), EGF (20 ng/mL, Immunotools, Friesoythe; Germany), and FGF (20 ng/mL Immunotools, Friesoythe; Germany) and grown as described before [18]. Only spheres with a diameter over 50 µm were counted. The mammopshere formation efficiency (MFE) was calculated based on the following formula: (number of mammospheres per well/number of cells seeded per well) × 100 [13].

### 2.4. Flow Cytometry

Breast cancer cells were harvested (or dissociated from mammospheres) and were incubated with anti-CD44-PE (Cat. No. 550989) and anti-CD24-FITC (Cat. No. 560992) conjugated antibodies (both from BD Biosciences, San Jose, CA, USA) for 20 min at 4 °C in the dark. Cell staining was followed by two washes with PBS-2% FBS. Finally, the cells were centrifuged (1500 rpm, 5 min, 4 °C) and then resuspended in 200 µL PBS-2% FBS. Analysis was then performed using the BD FACS Aria II-BD Biosciences. Gates for fluorescence fractionations were established using unstained and isotype controls, PE-IgG (Cat. No: 21275514) and FITC-IgG (Cat. No. 21815013) both from Immunotools (Friesoythe; Germany).

### 2.5. Pharmacological Treatment

Dose–response experiments with the TRPM4 inhibitor 9-phenanthrol were performed with MCF-7 tumorspheres. The MFE was calculated at different time points (3–10 days) and FACS analysis was also performed to monitor the CD44^+^CD24^−/low^ bCSC-subpopulation. The most pronounced reduction in the MFE and in the number of bCSCs was achieved at 50 μΜ οf 9-phenanthrol after treatment for 7 days. For the combination treatment of tumorspheres with 9-phenanthrol and doxorubicin, preliminary experiments were performed to determine the administration scheme for the two reagents that yielded the maximum response at the lowest concentrations (data not shown). The final protocol applied involved pretreatment of tumorspheres with 50 µM of 9-phenanthrol for 5 days and addition of 2.5 µM doxorubicin for 2 more days.

### 2.6. Immunoblot Analysis

For Western blot analysis, total protein quantitation was performed using the BCA Protein Assay (ThermoScientific, Waltham, MA, USA). The antibodies used were anti-TRPM4 antibody (1:5000) (cat. No.TA500381, Origene, Rockville, MD, USA), anti-Actin (1:10,000) (a.a. 50–70, MAB1501, clone C4, Merck-Millipore Darmstadt, Germany), anti-rabbit IgG-HRP-linked (1:2000) (cat. No. 7074, Cell Signaling Technology, Danvers, MA, USA), and anti-mouse IgG-HRP-linked (1:2000) (cat. No. 7076, Cell Signaling Technology, Danvers, MA, USA).

### 2.7. Immunofluorescence Analysis

MCF-7 breast cancer cells were seeded in coverslips and the next morning they were washed with PBS and fixed with 4% PFA. The cells were incubated with the primary antibody against TRPM4 (1:50) (cat. No. TA500381, Origene, Rockville, MD, USA) for 1 h at room temperature (RT) and with the secondary antibody (Goat anti-Mouse IgG Alexa Fluor 488, 1:400) (cat. No. A-1100, ThermoFisher Scientific, Waltham, MA, USA)) for 45 min at RT. For mammosphere staining, first generation MCF-7 mammospheres were collected by centrifugation (800 rpm, 3 min, RT), washed in PBS (800 rpm, 3 min, RT) and fixed in 4% PFA for 30 min. The spheres were incubated with the primary antibody overnight at 4 °C and with the secondary antibody at RT for 45 min. In both cases, TOPRO-3 (cat. No. T3605, Invitrogen, ThermoFisher Scientific, Waltham, MA, USA) was used for DNA staining. A Leica SP5 confocal microscope was used to image the specimens. For comparison reasons, the same parameters (PMTs and offset) were employed for imaging, and the images obtained were processed in the same manner.

### 2.8. RNA Extraction, cDNA Synthesis and q-RT-PCR

For total RNA extraction the RNeasy Kit (Qiagen) was used. For total RNA extraction from mammospheres, first generation mammospheres were dissociated and replated in mammosphere forming conditions. Four days upon replating, spheres were collected by centrifugation (800 rpm, 3 min, RT) and processed for RNA extraction. Total RNA concentration and purity was measured with NanoDrop^TM^ 2000 (ThermoFisher Scientific, Waltham, MA, USA). For cDNA preparation the PrimeScript 1st strand cDNA Synthesis Kit (TAKARA, Kusatsu, Shiga, Japan) was used. For the q-RT-PCR experiments the KAPA SYBR^®^ FAST qPCR Kit Master Mix (2x) ( cat. No. KR0389 Sigma-Aldrich St. Louis, MO, USA was used.

### 2.9. RNA-Sequencing (RNA-seq) and Bioinformatic Analysis

RNA-seq libraries were prepared with the TruSeq RNA v2 kit (Illumina, San Diego, CA, USA) using 1 μg of total RNA. The libraries were checked with the Agilent bioanalyzer (DNA1000 chip) (Agilent, Santa Clara, CA, USA), quantitated with the qubit HS spectrophotometric method and pooled in equimolar amounts for sequencing. Approximately 25 million, 75 bp long, single-end reads were generated for each sample on an Illumina NextSeq500 or Novaseq 6000 sequencer. 

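The libraries of one group resembled each other more than they resembled those of the other group. Pearson's r of log2 CPM (counts scaled to the library's total), across the 15102 genes with at least 10 counts in at least 2 of the 4 libraries, was 0.955 between the mammosphere libraries and 0.967 between the monolayer libraries. Between the groups it ran from 0.906 to 0.936. These are correlations across genes, which are not independent replicates. Some genes still differed widely between replicates. RSAD2, an interferon-induced antiviral gene, had 336 reads in mammospheres 1 and 45 in mammospheres 2, and CYP24A1, which encodes the vitamin D 24-hydroxylase, had 385 in monolayer 1 and 1717 in monolayer 2. VIM, which encodes the intermediate filament vimentin, had 117 and 26 in the monolayer libraries.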

For each sample, two biologically independent replicates were sequenced yielding highly similar results.

Quality Control was performed with the fastq raw data file using the “FASTQC” software (GPL v.3, Babraham Institute, Cambridge, UK) FastQ files were aligned to the human genome (hg19) using HISAT2 (HISAN 3N-beta release) [19]. Counts were defined using the HTSeq htseq-count command with the “intersection non empty” option [20]. Normalization was performed with the estimate size factor function followed by Differentially Expressed Genes Analysis. The count files were used as input for DESeq2 (Bioconductor version: Release (3.13) [21] for identification of DEGs between mammospheres and adherent monolayer cells with a statistically significant cut-off value of *p* < 0.05. Additional cut-off criteria were set as fold-change ≥ 2, *p*-adjust < 0.01 and number of reads > 10.

All raw and processed data files have been submitted to GEO (accession number GSE182532).

The volcano plot was designed using GraphPad Prism 8.

### 2.10. Gene Ontology and Gene Set Enrichment Analysis of DEGs

Gene ontology (GO) analysis for the DEGs was performed using the PANTHER classification system (version 16) [22]. The annotation data set selected was PANTHER GO-Slim Biological Process. Only categories with a *p*-value < 0.05 (as determined by Fisher’s exact test) and an FDR < 0.05 were further analyzed. Biological processes that were underrepresented in our data, as well as the ones that had to do with neurogenesis, were excluded from further analysis.

Gene set enrichment analysis for the DEGs was also performed using the GSEA software [23,24]. The number of permutations were set to 1000, the permutation type was ‘gene_set’ and gene sets with <15 and >500 genes were excluded [25]. The gene set database selected was “hallmarks” that provides gene sets that are well-defined biological states or processes.

### 2.11. Statistical Analysis

Data presented were generated from at least three independent biological experiments, unless otherwise stated, and they are expressed as mean ± SE. An unpaired two-tailed Student’s *t*-test was used for statistical analysis.

## 3. Results

### 3.1. RNA Sequencing Data Analysis

Mammospheres or tumorspheres are 3D spheroids generated by breast cancer cells grown under non-adherent conditions and are significantly enriched in bCSCs [13,26]. We confirmed that this was also the case in our MCF-7 mammosphere system before proceeding with subsequent experiments. Indeed, these spheres exhibited an ~11-fold enrichment in the CD44^+^CD24^−/low^ bCSC-subpopulation (Supplementary Figure S1A,B) and overexpression of known stemness genes (Supplementary Figure S1C), when compared to MCF-7 cells grown in adherent monolayers.

We used this system to identify novel stemness regulators in breast cancer. For this purpose, we analyzed the transcriptome profiles of MCF-7 breast cancer cells grown as 2D monolayers or 3D spheres by RNA-seq. 

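RNA of MCF-7 cells, an established oestrogen receptor-positive breast cancer line, was sequenced from 2 libraries of mammospheres and 2 of adherent monolayers, 1 of each kind in experiment 1 and in experiment 2. The mammospheres were of generation 2 and were collected 4 days after replating in DMEM/F12 medium with B27 supplement, EGF and FGF (20 ng/mL each). The monolayers grew in DMEM with 10% fetal bovine serum, so the medium differed together with the form of growth. Libraries were made with a kit that does not record the strand, so reads of a gene and of an overlapping antisense gene cannot be told apart. The authors aligned single-end reads to hg19 with HISAT2 and counted them per gene with htseq-count in its intersection mode, and reads of near-identical paralogs and pseudogenes may be lost or misplaced at this step. Their count files hold 27967 gene symbols. Counts in genes summed to 22208180 in mammospheres 1, 18106374 in mammospheres 2, 23382965 in monolayer 1 and 31226929 in monolayer 2. The paper states approximately 25 M reads per sample, and all values given beside its results use the totals in genes. PCR copies were not told apart, so error from read depth is understated by counting alone.  Counts were scaled by TMM and tested with edgeR's quasi-likelihood F-test over the 15102 genes with at least 10 counts in at least 2 libraries, with Benjamini-Hochberg adjustment. A gene is said to have risen or fallen in mammospheres at an adjusted p under 0.05. A differentially expressed gene (DEG) also changed at least 2-fold at an adjusted p under 0.01, the paper's thresholds. Lists of genes were compared with all other tested genes by limma's camera with a preset correlation between genes of 0.01, adjusted over the 37 lists with measured members. Camera was run again with a correlation estimated from the data. That version rests on the few residual degrees of freedom of 4 libraries and can hardly pass any list. Its adjusted p is printed with the lists but cannot tell which of them are weaker. The filter, the thresholds, the lists and the rule for choosing genes to name were set before the data were examined. The values in the paper's Table S2 had been seen by then. Some lists hold genes that the paper reports as changed, so their tests are not independent of its results. Each result was recomputed without each library in turn, where the group left with 1 library is taken to vary as the other does. The main fit holds no term for the experiment, though the labels pair the libraries by experiment. The block is such a term in the same model. More genes passed with it, so a gene that did not pass the main fit may owe this to the pairing left out. Positions are those of GENCODE 44 on GRCh37 (hg19).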

In total, we analyzed 27,967 genes that mostly exhibited a similar expression pattern between the two cell systems (Pearson correlation coefficient r = 0.913), as expected (Figure 1A). 

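Most of the 100 most abundant transcripts of 1 form of culture were also among those of the other, though their ranks shifted. Other genes moved far up or down the ranks. KRT8, a keratin of simple epithelia, had the most reads on average in mammospheres and in monolayers. NCOA3, a nuclear receptor coactivator, ranked 18 by mean reads in mammospheres and 30 in monolayers. TMEM45A, a gene induced in hypoxia, moved from rank 13018 in monolayers to 7450 in mammospheres, and STRA6, the receptor for retinol-binding protein, moved the other way, from 7713 to 14715. Across all 27967 genes, Pearson's r of the mean reads of each group was 0.913. Without mammospheres 1 it was 0.877. The correlation is across genes, not across independent samples, and genes with many reads weigh most in it.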

Mammospheres expressed 14,937 genes, with 496 of them being expressed only in this system, while adherent monolayer cells expressed 14,641 genes with 316 uniquely expressed genes (Supplementary Figure S2).

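Mammospheres expressed 14848 genes (53.1% of 27967) and monolayers 14678 (52.5%), counting a gene as expressed at a mean of at least 10 reads per library, and 14205 genes were expressed in both. Above this level were 643 genes in mammospheres alone and 473 in monolayers alone. These counts use raw reads, and the monolayer libraries held more of them. With a TMM-normalized count of at least 10 instead, 875 genes were expressed in mammospheres alone and 322 in monolayers alone. CAMP, which encodes the antimicrobial peptide cathelicidin, had 184 and 166 reads in the mammosphere libraries and no read in either monolayer library, at least 73.9-fold higher with a floor of 3 counts per library. KRT3, a keratin of the corneal epithelium, had 164 and 85 reads against 0 and 0, at least 51.5-fold higher with the same floor. AGTR1, the type 1 angiotensin II receptor, had 247 and 164 reads against 1 and 2. LINC00284, a long non-coding RNA, was detected almost only in monolayers, with 1 and 0 reads in mammospheres and 381 and 280 in monolayers, and SEMA5B, a semaphorin, had 2 and 1 against 144 and 86. Each of these 5 genes also passed edgeR's test, with Benjamini-Hochberg adjusted p from 0.00112 (AGTR1) to 0.00529 (SEMA5B). No test stands behind the counts of expressed genes. With at least 10 reads required in both libraries of a group, and fewer than 10 in both of the other, 313 genes were expressed in mammospheres alone and 184 in monolayers alone.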

To assess the validity of our RNA-seq data, we identified the top 100 most highly expressed genes in the MCF-7 monolayer adherent cells and in the mammospheres (Supplementary Table S1) and cross-referenced some of them to published literature. 

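Of the 100 genes with the most reads in each group, 74 were shared, and both sets held the same genes as Table S1. PHLDA1, a gene induced by growth factor signalling, stood at rank 84 in mammospheres and 3973 in monolayers. BMP7, a bone morphogenetic protein, stood at 43 and 687, and PLK2, a polo-like kinase, at 95 and 1073. Ribosomal protein genes made up 10 of the top 100 in mammospheres and 25 in monolayers. They took 3.59% of the reads in mammospheres 1 (95% Wilson interval 3.58 to 3.60%) and 3.81% in mammospheres 2 (3.80 to 3.82%). In monolayers 1 and 2 their shares were 6.41% (6.40 to 6.42%) and 5.74% (5.73 to 5.75%). The intervals cover counting error only, and reads of ribosomal protein genes can be split with their many pseudogenes.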

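KRT8 and KRT18 encode the keratin pair of simple and luminal epithelia. KRT8 had 229815 ± 27307 (SD, n = 2) normalized counts in mammospheres and 201756 ± 49440 (SD, n = 2) in monolayers, and KRT18 had 86643 ± 24378 (SD, n = 2) and 94129 ± 35982 (SD, n = 2). By mean reads KRT18 ranked 9 in mammospheres and 7 in monolayers. Neither gene passed the test between the groups. The log2 fold change was 0.19 for KRT8 (standard error 0.28, adjusted p = 0.727 from edgeR with Benjamini-Hochberg adjustment) and -0.12 for KRT18 (standard error 0.35, adjusted p = 0.866 from the same test). Other luminal markers went both ways. Of 22 measured, 4 rose, which were ELF5 (log2 fold change 2.80), a transcription factor of luminal progenitors, TFF3, MUC1 and SPDEF. Another 3 fell, the progesterone receptor PGR (-3.71), AGR3 (-4.56) and KIT, and adjusted over the list alone 6 rose and 5 fell. The list as a whole did not stand apart (limma's camera, adjusted p = 0.937 by Benjamini-Hochberg, median log2 fold change 0.17). Without monolayer 2, 2 of the list rose, and with the experiment as a block 6 rose and 6 fell. KRT8 lies on chromosome 12 from 53290971 to 53343738 and KRT18 from 53342655 to 53346690 on the opposite strand, so that their annotated ends overlap, and both have pseudogenes that can share their reads.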

In both cases the keratins *KRT8* and *KRT18,* which are considered typical luminal markers [27,28], were very highly expressed. 

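CSDE1, an RNA-binding protein with cold shock domains, was among the most abundant transcripts of both groups, at rank 10 by mean reads in mammospheres and rank 5 in monolayers. It had 86064 ± 342 (SD, n = 2) normalized counts in mammospheres and 93475 ± 4583 (SD, n = 2) in monolayers. The difference did not pass the test, with a log2 fold change of -0.12 (standard error 0.23, adjusted p = 0.793 from edgeR with Benjamini-Hochberg adjustment). CSDE1 lies on chromosome 1 from 115259534 to 115301297.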

We also detected elevated levels of *CSDE1*, which encodes for an RNA-binding protein that plays an important role in several cellular processes, such as cell cycle and apoptosis, and has been shown before to be overexpressed in MCF-7 cells [29]. 

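EEF2, the elongation factor that moves the ribosome along the mRNA, ranked 4 in monolayers and 13 in mammospheres by mean reads. It had 63204 ± 8497 (SD, n = 2) normalized counts in mammospheres and 95541 ± 865 (SD, n = 2) in monolayers. Its log2 fold change of -0.60 (standard error 0.24) did not pass the test (adjusted p = 0.168 from edgeR with Benjamini-Hochberg adjustment). With the experiment as a block EEF2 fell (adjusted p = 0.0196 from edgeR). EEF2 lies on chromosome 19 from 3976054 to 3985461.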

High expression levels of the elongation factor 2 (*EEF2)* have been associated with poor prognosis in hormone receptor-positive breast cancer [30]. 

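GATA3, a transcription factor of luminal cells, GNAS, the alpha subunit of the stimulatory G protein, FASN, the fatty acid synthase, and NCOA3 were all within the top 100 transcripts of both groups. GATA3 had 31077 ± 8863 (SD, n = 2) normalized counts in mammospheres and 30615 ± 10949 (SD, n = 2) in monolayers, a log2 fold change of 0.02. GNAS had 116689 ± 2593 (SD, n = 2) and 83790 ± 8423 (SD, n = 2), a log2 fold change of 0.48. NCOA3 had 48746 ± 12800 (SD, n = 2) and 44500 ± 3332 (SD, n = 2), a log2 fold change of 0.13. None of these 3 differences passed edgeR's test (Benjamini-Hochberg adjusted p = 0.977, 0.249 and 0.803). FASN had 38820 ± 3622 (SD, n = 2) and 22869 ± 494 (SD, n = 2), a log2 fold change of 0.76 (standard error 0.22). It did not pass either (adjusted p = 0.0768 from edgeR with Benjamini-Hochberg adjustment), but rose with the experiment as a block (adjusted p = 0.00531).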

Other well-known breast cancer associated genes that were highly expressed in both cell systems included *GATA3* [31], *GNAS* [32], *FASN* [33] and *NCOA3* [34].

Technical validation of the RNA-seq data was performed by RT-qPCR experiments as described in the next section.

### 3.2. Identification and Validation of Differentially Expressed Genes

Next, we focused on identifying the DEGs between mammospheres and parental adherent cells, aiming to discover novel potential regulators of bCSCs. Their transcriptomes were compared using the R package DESEQ2 and DEGs were identified by setting a 2-fold-change and a *p*-value ≤ 0.05 (with *p*-adj ≤ 0.01) as cut-off values. In this manner, we identified 1421 DEGs with 923 of them being upregulated and 498 downregulated in mammospheres (Figure 1B). 

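In mammospheres 355 genes were DEGs with higher expression and 136 with lower expression, 491 in all. Among the largest increases were KRT6B, a keratin of stratified epithelia (944 and 1598 reads in mammospheres against 1 and 13 in monolayers), C6orf15 (189 and 246 against 2 and 0) and TSPEAR (404 and 449 against 1 and 1). Reads of KRT6B can be split with its paralogs KRT6A and KRT6C. Among the largest decreases were the gap junction protein connexin 43, encoded by GJA1 (log2 fold change -7.75, standard error 0.59), RASGRP1, an activator of RAS (-5.49, standard error 0.28), and CYP24A1 (-7.20, standard error 0.75). These 6 genes had Benjamini-Hochberg adjusted p from 0.000536 to 0.00284 in edgeR's test. The log2 fold change of CYP24A1 was -6.13 without monolayer 2, and that of GJA1 was -7.02 without monolayer 2. All 491 DEGs are also DEGs in the authors' deposited table, and none has the opposite sign there. At an adjusted p under 0.05 with no fold limit, 1022 genes rose and 592 fell. With the experiment as a block, 1691 genes passed as DEGs (1119 higher and 572 lower) and 3703 passed with no fold limit. Far fewer genes passed as DEGs when either monolayer library was left out. Such a fit takes its spread from the mammosphere libraries alone, so it does not show that the DEGs rest on the monolayers.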

A complete list of these genes is provided in the Supplementary Table S2. Notably, among the most upregulated genes we find the well-known stemness marker *CXCR4* [35,36], *CYP1A1*, which was reported to control bCSCs proliferation, development and self-renewal [37], and *TM4SF1* that was shown to promote breast cancer stem cell traits [38]. 

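CXCR4, the receptor for the chemokine CXCL12, CYP1A1, a cytochrome P450 induced by the aryl hydrocarbon receptor, and TM4SF1, a membrane protein of the tetraspanin-like family, were barely expressed in monolayers and rose in mammospheres. CXCR4 had 4592 ± 2144 (SD, n = 2) normalized counts in mammospheres and 79.6 ± 14.8 (SD, n = 2) in monolayers, a 57.9-fold difference. CYP1A1 had 3687 ± 2881 (SD, n = 2) and 22.6 ± 4.03 (SD, n = 2), a 164-fold difference. TM4SF1 had 2370 ± 327 (SD, n = 2) and 8.03 ± 0.627 (SD, n = 2), a 292-fold difference. The log2 fold changes were 5.86, 7.36 and 8.19 (standard errors 0.43, 0.71 and 0.31, Benjamini-Hochberg adjusted p = 0.00120, 0.00245 and 0.000452 from edgeR). The size of the CYP1A1 change rests on single libraries, with a log2 fold change of 8.02 without mammospheres 1 and 6.20 without mammospheres 2. Of 19 measured stem cell markers 8 rose and 2 fell, and the same numbers passed when adjusted over the list alone. CD44, the hyaluronan receptor used to sort breast cancer stem cells, rose by 2.08 on the log2 scale, SOX2 by 1.68, and SOX9, a transcription factor of mammary progenitors, by 2.38. The 2 that fell were ALDH1A3 and MYC (log2 fold changes -1.34 and -1.82). CD24, the other marker of the paper's sort, did not pass (log2 fold change 0.23, adjusted p = 0.567 from edgeR with Benjamini-Hochberg adjustment). The list holds CXCR4, which the paper names as raised in these samples, so its test is not independent evidence. The list stood above other genes in camera (adjusted p = 0.00662 by Benjamini-Hochberg, median log2 fold change 0.49; adjusted p = 0.285 with an estimated correlation). Without monolayer 2, 3 of its members rose, and the number that fell was 1 without mammospheres 1, 1 without monolayer 1 and 0 without monolayer 2 (2 at an unadjusted p under 0.05 in edgeR). CXCR4 lies on chromosome 2 from 136871919 to 136876747, CYP1A1 on chromosome 15 from 75011883 to 75017877 and TM4SF1 on chromosome 3 from 149086809 to 149095479.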

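CAV1, the main coat protein of caveolae, and ELOVL2, an elongase of polyunsaturated fatty acids, fell in mammospheres. CAV1 had 112 ± 28.3 (SD, n = 2) normalized counts in mammospheres and 4552 ± 1310 (SD, n = 2) in monolayers, 40.7-fold lower in mammospheres. Its neighbour and partner CAV2 fell as well, with a log2 fold change of -2.63. ELOVL2 had 115 ± 14.8 (SD, n = 2) in mammospheres and 1084 ± 61.9 (SD, n = 2) in monolayers, 9.40-fold lower. The log2 fold changes were -5.35 for CAV1 (standard error 0.34, adjusted p = 0.000965 from edgeR with Benjamini-Hochberg adjustment) and -3.23 for ELOVL2 (standard error 0.25, adjusted p = 0.00128 from the same test). CAV1 lies on chromosome 7 from 116165048 to 116201233 and ELOVL2 on chromosome 6 from 10980992 to 11044538.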

In the downregulated genes, we find *CAV1*, which was recently reported to be downregulated in bCSCs and was associated with a metabolic switch from mitochondrial respiration to aerobic glycolysis [39] and *ELOVL2*, an enzyme involved in lipid metabolism with a reduced expression in a spheroid-induced EMT model [40].

We also validated the results of our DEG analysis by assessing the expression levels of several DEGs by RT-qPCR. A side-by-side comparison of these results with the corresponding RNA-seq data is shown in Figure 2. 

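All 18 genes of Fig. 2 were DEGs in the RNA-seq counts, 9 higher and 9 lower in mammospheres, and each kept its direction in experiment 1 and in experiment 2. The paper chose them among its DEGs on these same samples, so this is not independent evidence. KRT20, a keratin of gastrointestinal epithelium, had 3384 ± 19.4 (SD, n = 2) normalized counts in mammospheres and 17.1 ± 4.75 (SD, n = 2) in monolayers (log2 fold change 7.59, standard error 0.31). TNFRSF11B, the decoy receptor osteoprotegerin, had 1081 ± 157 (SD, n = 2) and 9.62 ± 2.87 (SD, n = 2) (log2 fold change 6.82, standard error 0.35). The smallest increase was that of BMP7, with a log2 fold change of 2.21 (standard error 0.30). Among the decreases, DHRS3, a retinaldehyde reductase, went from 820 ± 28.5 (SD, n = 2) in monolayers to 7.12 ± 4.02 (SD, n = 2) in mammospheres (log2 fold change -6.85, standard error 0.40; -7.54 without mammospheres 2). UGDH, which makes UDP-glucuronate, had the smallest decrease (log2 fold change -2.73, standard error 0.22). Adjusted p from edgeR with Benjamini-Hochberg adjustment ran from 0.000452 (KRT20) to 0.00657 (BMP7), and with any 1 library left out stayed at or under 0.0455.

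**Figure D1:**
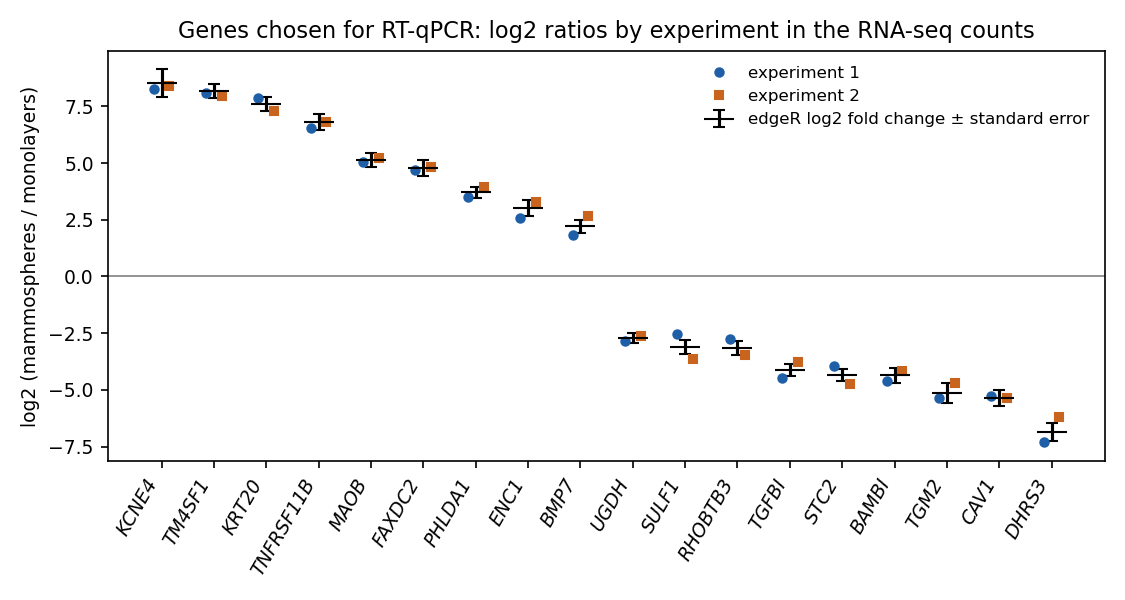
Log2 ratio of mammospheres over monolayers for the 18 genes of Fig. 2, with 1 point for experiment 1 and 1 for experiment 2 (normalized counts plus a pseudocount of 1) and a bar for edgeR's log2 fold change with its standard error. Both points of every gene lie on the same side of 0.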

We selected to examine genes that showed high (55–230), medium (22–28) or low (6–12) fold-change of expression levels in the mammospheres compared to monolayer cells in the RNA-seq data. 

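KCNE4, an auxiliary subunit of voltage-gated potassium channels, rose in mammospheres, and TGM2, the tissue transglutaminase, fell. KCNE4 had 3354 ± 1751 (SD, n = 2) normalized counts in mammospheres and 9.54 ± 5.98 (SD, n = 2) in monolayers, and its reads were 4295 and 1700 against 13 and 7. TGM2 had 29.0 ± 5.84 (SD, n = 2) in mammospheres and 1028 ± 504 (SD, n = 2) in monolayers. The log2 fold change of KCNE4 was 8.51 (standard error 0.61, adjusted p = 0.00120 from edgeR with Benjamini-Hochberg adjustment) and that of TGM2 was -5.13 (standard error 0.45, adjusted p = 0.00182 from the same test). The size of each change varied with the library left out. It was 7.87 without mammospheres 1 and 9.31 without monolayer 1 and 7.91 without monolayer 2 for KCNE4, and -4.48 without monolayer 1 for TGM2. KCNE4 lies on chromosome 2 from 223916908 to 224063117 and TGM2 on chromosome 20 from 36755787 to 36794980.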

Overall, the changes in mRNA levels detected by the two techniques were similar for most genes examined with the exception of *KCNE4* in the upregulated (Figure 2A) and of the *TGM2* in the downregulated genes (Figure 2B). In both cases, the RNA-seq experiments overestimated the fold-change of gene expression in the mammospheres compared to adherent cells; however, the pattern of expression (up or down) was verified.

### 3.3. Gene Ontology and Gene Set Enrichment Analysis for DEGs

To further investigate the biological significance of our data, we performed GO analysis for the DEGs, using the PANTHER classification system [22]. PANTHER GO-Slim biological process analysis was performed separately for the up- and down-regulated genes in mammospheres, using the statistical overexpression test.

We determined a total of 50 overrepresented biological processes in the upregulated genes and 33 in the downregulated genes in mammospheres, clustered in 8 and 5 major groups, respectively (Supplementary Table S3). Each group contained similar (or identical) biological processes, as recognized by the corresponding GO terms and GO terms grouped together included mostly common genes (data not shown). For simplicity and clarity reasons, we chose to illustrate one GO term per group, the one that contained the largest number of genes (Supplementary Figure S3). In the upregulated DEGs in MCF-7 mammospheres, the most numerous groups were “signaling” and “developmental process” (Supplementary Figure S3A)**,** while in the downregulated DEGs we had “cellular component organization or biogenesis” and “developmental process” (Supplementary Figure S3B).

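Genes that rose are printed in Table S3 under signalling and development, among other groups, and genes that fell under cell structure and development. In the "signaling" group of Table S3, 129 of 135 measured genes rose. They include DUSP6, a phosphatase that acts on ERK (log2 fold change 4.46), and GDF15, a secreted member of the TGF-beta superfamily (2.71). In the "developmental process" group of the upregulated genes, 91 of 93 rose, ETV5, an ETS transcription factor, by 3.12. Of 96 genes of "cellular component organization or biogenesis", 91 fell, among them SULF1, a sulfatase of heparan sulfate (-3.10), and COL5A1, a fibrillar collagen (-2.62). The "developmental process" group of the downregulated genes had 56 of 62 that fell, with the ligand SHH (-3.10) and the Notch effector HEY2 (-3.91) among them. The genes were called by edgeR with Benjamini-Hochberg adjustment, and since the paper chose these groups on the same samples their counts are not independent evidence and do not show which groups are overrepresented. Without monolayer 1 the counts of the 4 groups were 50, 39, 24 and 15, without monolayer 2 they were 39, 30, 21 and 18, and without mammospheres 2 the downregulated groups gave 51 and 34.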

For a more informative and biologically relevant depiction of our data, we also ranked the biological processes by fold-enrichment with a cut-off value of 2. Figure 3 illustrates the GO term/biological pathway that had the highest fold-enrichment score in each group. 

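More genes of fatty acid synthesis rose in mammospheres than fell. No list of unsaturated fatty acid metabolism alone was tested. Of 28 measured genes of fatty acid synthesis and desaturation, 6 rose and 1 fell at an adjusted p under 0.05 in edgeR (12 rose and 2 fell when adjusted over the list alone). ACACB, an acetyl-CoA carboxylase, rose from 252 ± 12.0 (SD, n = 2) normalized counts in monolayers to 2930 ± 666 (SD, n = 2) in mammospheres (log2 fold change 3.54). The stearoyl-CoA desaturase SCD5, which makes monounsaturated fatty acids, rose by 1.34, and ACSS2, which makes acetyl-CoA from acetate, by 1.51. The polyunsaturated fatty acid elongase was the gene that fell. The list stood above other genes in camera, with a median log2 fold change of 0.63 (adjusted p = 0.00186 by Benjamini-Hochberg; adjusted p = 0.285 with an estimated correlation). In the "lipid metabolic process" group of Table S3, 36 of 38 genes rose, which is not independent evidence, since the paper chose them on these samples. With the experiment as a block 13 and 2 genes of the fixed list rose and fell, and with a monolayer library left out 2 (without monolayer 1) and 1 (without monolayer 2) rose, SCD5 and ACSS2 not among the latter (Benjamini-Hochberg adjusted p = 0.170 and 0.0852 from edgeR). SCD5 was not called without monolayer 1 either (edgeR, adjusted p = 0.0746), and the Table S3 group had 8 and 7 genes that rose without monolayer 1 and 2.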

The most overrepresented biological pathway in the upregulated genes was the “unsaturated fatty acid metabolic process” (Figure 3A). The altered metabolism is one of the hallmarks of cancer. It has been reported that CSCs have increased needs in fatty acids and that unsaturated fatty acids maintain cancer cell stemness [41]. The Wnt pathway, an established CSC-promoting signaling cascade [42], was also highly enriched in the upregulated DEGs (Figure 3A). 

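Some genes of Wnt signalling rose in mammospheres, the receptors FZD4 and FZD7 and the antagonist FRZB among them, and most did not pass the test. Of 38 measured Wnt ligands, receptors and modulators, 8 rose and 1 fell at an adjusted p under 0.05 in edgeR, and 10 rose and 4 fell when adjusted over the list alone. The receptor gene FZD4 had 1183 ± 122 (SD, n = 2) normalized counts in mammospheres and 314 ± 15.3 (SD, n = 2) in monolayers (log2 fold change 1.91). FZD7, another receptor, rose by 1.68 on the log2 scale. FRZB, a secreted antagonist of Wnt ligands, had 49 and 36 reads in mammospheres against 3 and 2 in monolayers, and the receptor FZD8 fell (-1.16). FRZB was not called without monolayer 2 and FZD8 only held without mammospheres 1 (Benjamini-Hochberg adjusted p = 0.0843 and, for FZD8, 0.101, 0.163 and 0.199 without mammospheres 2, monolayer 1 and monolayer 2, from edgeR). Of 15 genes induced by the pathway, 4 rose and 1 fell (5 and 2 when adjusted over the list alone). Those that rose were TNFRSF19 (4.87), RNF43, a ubiquitin ligase that removes Frizzled receptors (2.83), FZD7 and TCF7, and the one that fell was MYC (-1.82). In limma's camera the ligands, receptors and modulators stood above other genes with an adjusted p of 0.0470 by Benjamini-Hochberg, and the induced genes did not (adjusted p = 0.116). The first call is weak, with an adjusted p = 0.341 with an estimated correlation, 0.0502 with the experiment as a block, and 0.0720, 0.0738, 0.0602 and 0.0867 without mammospheres 1, mammospheres 2, monolayer 1 and monolayer 2. The number of its members that rose was 5 without mammospheres 2, 2 without monolayer 1 and 0 without monolayer 2 (8 at an unadjusted p under 0.05), and FZD7 was lost without either monolayer library (adjusted p = 0.0566 and 0.0744 from edgeR with Benjamini-Hochberg adjustment), FZD4 and MYC without monolayer 2 (0.0510 and 0.0533). Fewer of the induced genes were called without either monolayer library. With the experiment as a block 5 of the induced genes rose and 3 fell. Of the ligands, receptors and modulators 10 then rose and 5 fell.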

“Regulation of cell migration” was another overexpressed pathway in our analysis, a property that in CSCs has been correlated with metastasis [43]. 

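S100A4, a calcium-binding protein that promotes cell motility, rose in mammospheres, and NT5E, the ecto-5'-nucleotidase CD73, fell. S100A4 had 413 ± 54.9 (SD, n = 2) normalized counts in mammospheres and 54.9 ± 4.71 (SD, n = 2) in monolayers, a log2 fold change of 2.91 (standard error 0.29). In the "regulation of localization" group of Table S3, 35 of 36 measured genes rose, KCNE4 among them. NT5E had 29.9 ± 0.0467 (SD, n = 2) in mammospheres and 239 ± 63.9 (SD, n = 2) in monolayers, a log2 fold change of -2.99 (standard error 0.37). The adjusted p was 0.00249 for S100A4 and 0.00509 for NT5E, from edgeR with Benjamini-Hochberg adjustment. No list of migration genes was tested. The Table S3 group was chosen by the paper on these samples and is not independent evidence, and 13 of its genes rose without monolayer 1 and 9 without monolayer 2.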

Migration of cells is affected by the extracellular matrix (ECM) distribution and it has been reported that ECM of CSCs differs in composition compared to normal cells, playing a role in cancer stemness [44]. Divalent metal ions have a major role in tumor progression through modulation of the structure and function of various components of the ECM [45]. Consequently, the associated GO terms/biological pathways that we found enriched in the upregulated DEGs (Figure 3A) are in accordance with previous studies, further validating our results.

In the downregulated DEGs, the most overrepresented biological pathway was the “transforming growth factor beta receptor signaling pathway” (Figure 3B). 

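Several genes of TGF-beta signalling fell in mammospheres, and fewer rose. Of 28 measured, 13 fell and 3 rose at an adjusted p under 0.05 in edgeR, and the same numbers passed when adjusted over the list alone. TGFBI, an extracellular matrix protein induced by TGF-beta, had 168 ± 33.5 (SD, n = 2) normalized counts in mammospheres and 2937 ± 456 (SD, n = 2) in monolayers, 17.5-fold lower in mammospheres (log2 fold change -4.13). BAMBI, a decoy receptor that dampens the pathway, fell from 5694 ± 892 (SD, n = 2) to 277 ± 103 (SD, n = 2) (log2 fold change -4.36). The ligand TGFB2 and the transcriptional regulator ID1 fell by 3.31 and 2.14 on the log2 scale. The ligands TGFB1 and TGFB3 rose (1.17 and 1.28), as did LTBP2, a latent TGF-beta binding protein (1.37). The list holds TGFBI and BAMBI, genes of the paper's Fig. 2, so its test is not independent evidence. The median log2 fold change of the list was -0.56 (camera, adjusted p = 0.00414 by Benjamini-Hochberg; adjusted p = 0.285 with an estimated correlation). Of 18 genes in the "enzyme linked receptor protein signaling pathway" group of Table S3, 17 fell, which is not independent evidence because the paper chose the group on these samples. Without monolayer 1 and without monolayer 2, 6 and 6 genes of the fixed list fell and 0 rose, and 8 and 10 of the Table S3 group fell. TGFB1, TGFB3 and LTBP2 were then not called (Benjamini-Hochberg adjusted p from 0.0654 to 0.237 in edgeR, with 3 rising at an unadjusted p under 0.05), nor were TGFB1 without mammospheres 1 (0.0875) and TGFB3 and LTBP2 without mammospheres 2 (0.0961 and 0.0602, 1 of the list rising).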

Transforming have shown that TGFβ suppresses breast cancer tumorigenesis by reducing the CSC pools or by promoting the differentiation, whereas other studies have reported to promote or sustain stemness of the pool of CSCs in breast cancer [46]. In addition, “stem cell differentiation”, “cell growth”, “regulation of cell cycle process” and “negative regulation of locomotion” pathways were overrepresented in the downregulated DEGs, as one would expect to find in a cell population enriched for slowly proliferating, metastasis-prone CSCs (Figure 3B).

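Genes of the dividing cell lay lower in mammospheres as a group. All 32 measured genes of mitosis and 32 of 34 of DNA replication had lower values in mammospheres, though not all passed the test. Of the genes of mitosis 17 fell at an adjusted p under 0.05 in edgeR (26 when adjusted over the list alone). SPC24, a kinetochore protein, had 531 ± 82.1 (SD, n = 2) normalized counts in mammospheres and 1574 ± 86.0 (SD, n = 2) in monolayers (log2 fold change -1.57). CDC20, an activator of the anaphase-promoting complex, had a log2 fold change of -1.23, and the kinase AURKB of -1.20. Of the genes of DNA replication 7 fell (25 when adjusted over the list alone), among them ORC1, a subunit of the origin recognition complex, with a log2 fold change of -1.23. Median log2 fold changes were -0.85 for mitosis and -0.80 for DNA replication (camera, adjusted p = 2.63e-11 and 3.73e-09 by Benjamini-Hochberg; adjusted p = 0.285 with an estimated correlation for both lists). With the experiment as a block, 27 genes of mitosis and 28 of DNA replication fell. Of 21 genes in the "cell cycle process" group of Table S3, which the paper chose on these samples and which are not independent evidence, 20 fell. Fewer genes of mitosis, of DNA replication and of the Table S3 group were called without any 1 library. A group left with 1 library takes its spread from the other group in such a fit, so the loss of a call does not show that the change is absent. With any 1 library left out the log2 fold change was -1.74 to -1.39 for SPC24, -1.35 to -1.06 for CDC20, -1.33 to -1.06 for AURKB and -1.33 to -1.08 for ORC1. SPC24, CDC20, AURKB and ORC1 were not called without a monolayer library, with Benjamini-Hochberg adjusted p of 0.0612, 0.100, 0.0990 and 0.141 without monolayer 1 and 0.0559, 0.0654, 0.108 and 0.0902 without monolayer 2 in edgeR.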

Next, we performed hallmark analysis, using the GSEA software [23,24], implementing separate analysis for the up- and downregulated genes in mammospheres. The analysis revealed 11 enriched gene sets in the upregulated DEGs and 2 enriched gene sets in the downregulated DEGs in mammospheres (Figure 3C and Supplementary Table S4). It is noteworthy that EMT and hypoxia, two of the most widely recognized CSC hallmarks, were among the most represented ones in the upregulated DEGs.

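In the hallmark sets of Table S4, the genes listed for mammospheres include transporters and enzymes of xenobiotic metabolism, genes of epithelial junctions and targets of the oestrogen receptor. Of the set for xenobiotic metabolism 15 of 16 measured genes rose, such as the efflux pump ABCC2 (log2 fold change 3.07). The set of genes that KRAS lowers had 21 of 21, with the desmosome protein PKP1 (3.60) and the keratin KRT4 (5.29) among them, and a second KRAS set, whose printed name does not show its direction, had 27 of 28, with CXCR4 and DUSP6. For the early oestrogen response 16 of 18 rose, including the transcription factor EGR3 (3.04). The paper tested these sets on its raised and its lowered DEGs apart. A list over all tested members answers a different question. A fixed list of 30 oestrogen receptor targets went the other way, and 3 rose and 11 fell (5 and 16 adjusted over the list alone, 5 and 19 with the experiment as a block), with a median log2 fold change of -0.91 (limma's camera, adjusted p = 0.00167 by Benjamini-Hochberg; adjusted p = 0.473 with an estimated correlation). Of this list 17, 5, 4 and 4 fell without mammospheres 1, mammospheres 2, monolayer 1 and monolayer 2. On the lower side of Table S4, 18 of 20 E2F targets and 16 of 16 genes of the G2/M checkpoint fell. Genes were called by edgeR with Benjamini-Hochberg adjustment, and as the paper chose the genes of Table S4 on the same samples their counts are not independent evidence. Without monolayer 1 the counts for xenobiotic metabolism, genes that KRAS lowers, early oestrogen response, E2F and G2/M were 6, 10, 6, 2 and 0 (16 at an unadjusted p under 0.05 for the last), and without monolayer 2 they were 4, 7, 6, 1 and 2. The second KRAS set had 12 and 9 without monolayer 1 and 2. Without mammospheres 1, 11 E2F targets and 8 G2/M genes fell, and without mammospheres 2, 10 and 7.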

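Mesenchymal genes and genes induced by hypoxia-inducible factor (HIF) went both ways in mammospheres. Of 21 measured mesenchymal markers 4 rose and 4 fell at an adjusted p under 0.05 in edgeR (6 and 6 when adjusted over the list alone). SNAI1, a repressor of E-cadherin, rose by 3.28 on the log2 scale, and its paralog SNAI2 fell, with 20.7 ± 0.597 (SD, n = 2) normalized counts in mammospheres and 197 ± 23.6 (SD, n = 2) in monolayers (log2 fold change -3.24). The others that rose were S100A4, FBN1 and COL3A1, and the others that fell were TGFBI, COL5A1 and SERPINE1. Vimentin and E-cadherin did not pass (VIM log2 fold change 0.76, adjusted p = 0.579; CDH1 -0.08, 0.907; edgeR, Benjamini-Hochberg), and the value of VIM was 2.65 without monolayer 1 and -0.04 without monolayer 2. Of 29 epithelial markers, 1 rose and 2 fell (likewise adjusted over the list alone). They were the mucin MUC1 and the transcription factors ELF3 and OVOL2. Of 24 HIF targets 2 rose and 4 fell (2 and 7 when adjusted over the list alone). TMEM45A rose from 27.3 ± 1.13 (SD, n = 2) to 559 ± 101 (SD, n = 2) (log2 fold change 4.35), PFKFB3, an activator of glycolysis, fell by 2.38, and CA9, the carbonic anhydrase used as a hypoxia marker, had 1 and 2 reads in mammospheres against 38 and 53 in monolayers. ANGPTL4 also rose, and NDRG1 and HILPDA fell. None of the 3 lists stood apart from other genes in limma's camera (adjusted p = 0.937, 0.849 and 0.153 by Benjamini-Hochberg), with median log2 fold changes of 0.14, 0.07 and -0.21, and the mean of the mesenchymal list (-0.09) has the other sign than its median. The genes of the EMT and hypoxia sets in Table S4, chosen by the paper on these samples and so not independent evidence, rose in 21 of 24 and 25 of 26 cases. The paper tested those sets on its raised DEGs alone, while the lists here take all their tested members. Both results can hold.

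With the experiment as a block 4 HIF targets rose and 7 fell, and 3 epithelial markers rose. Without monolayer 1 and without monolayer 2, 2 and 1 mesenchymal markers rose, 1 and 1 HIF targets fell, 12 and 8 genes of the EMT set rose, and 11 and 5 of the hypoxia set, which without mammospheres 2 had 16. The log2 fold change of SNAI1 was 4.01 without monolayer 1. SNAI1, MUC1, ELF3 and OVOL2 were not called without monolayer 2 (Benjamini-Hochberg adjusted p = 0.0565, 0.151, 0.105 and 0.219 from edgeR), and ELF3 and OVOL2 also not without monolayer 1 (0.0511 and 0.109), nor OVOL2 without mammospheres 2 (0.104) or CA9 without either (0.0571 and 0.0654).

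**Figure D2:**
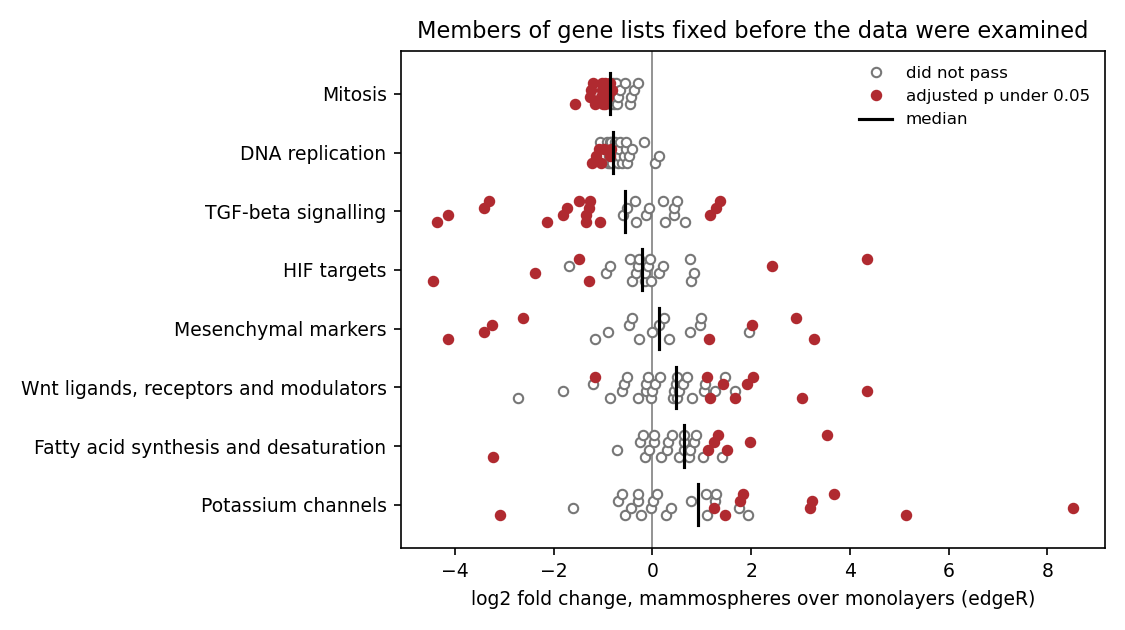
Log2 fold change of mammospheres over monolayers (edgeR) for each measured member of 8 gene lists, with filled points for genes at an adjusted p under 0.05 and a bar at each list's median. All members of mitosis and 32 of 34 of DNA replication lie below 0, and mesenchymal markers and HIF targets spread to both sides.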

Taken together the results described above support the validity of our RNA-seq data and particularly the use of mammospheres as a discovery tool for novel breast cancer stemness regulators.

### 3.4. TRPM4 Is Overexpressed in MCF-7 Mammospheres

The GO analysis of the upregulated genes in the MCF-7 mammospheres confirmed overrepresentation of several well-known stemness associated pathways, but also identified one that, to our knowledge, has not been extensively studied in bCSCs before. This was “inorganic ion homeostasis” (Figure 3A), which was clustered with similar biological processes under the more general GO term “ion transport” (Supplementary Table S3). 

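Several potassium channel genes rose in mammospheres. Of 30 measured potassium channel genes 9 rose and 1 fell at an adjusted p under 0.05 in edgeR (10 and 2 when adjusted over the list alone). Next to KCNE4, the largest increase was that of KCNC1, a voltage-gated channel, with 331 ± 115 (SD, n = 2) normalized counts in mammospheres and 9.54 ± 5.98 (SD, n = 2) in monolayers (log2 fold change 5.14, 5.97 without monolayer 1). KCNK5, a channel of the background leak type, rose by 1.78, and KCNJ8, the pore of an ATP-sensitive channel, was the one that fell. The list holds KCNE4, a gene of the paper's Fig. 2, so its test is not independent evidence. The list stood above other genes in camera, with a median log2 fold change of 0.93 (adjusted p = 0.00735 by Benjamini-Hochberg; adjusted p = 0.285 with an estimated correlation). In the "ion transport" group of Table S3 47 of 48 measured genes rose, which is not independent evidence, since the paper chose the group on these samples. With the experiment as a block 14 potassium channel genes rose and 2 fell. Without monolayer 1, 3 of them and 11 of the ion transport group rose, and without monolayer 2, 2 and 6. KCNK5 and KCNJ8 were not called without monolayer 1 (adjusted p = 0.0572 and 0.0923) or monolayer 2 (0.0708 and 0.105; edgeR, Benjamini-Hochberg).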

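Members of the TRPM family of cation channels were expressed at very different levels in MCF-7 cells. TRPM7, a channel that carries its own kinase domain, was the most abundant, with 5527 ± 857 (SD, n = 2) normalized counts in mammospheres and 4912 ± 747 (SD, n = 2) in monolayers. TRPM6, its close relative in magnesium uptake, had 88.6 ± 43.7 (SD, n = 2) and 44.0 ± 2.16 (SD, n = 2). Neither passed the test, with log2 fold changes of 0.17 and 1.01 (standard errors 0.22 and 0.47, Benjamini-Hochberg adjusted p = 0.683 and 0.228 from edgeR), and that of TRPM6 was 0.39 without mammospheres 2. TRPM1, TRPM2, TRPM3, TRPM5 and TRPM8 had from 0 to 8 reads in any library and were removed by the filter, and with no filter none of the 5 passed (adjusted p = 0.268 to 0.929). TRPM4, a sodium- and potassium-conducting channel opened by intracellular calcium, lies on chromosome 19 from 49660998 to 49715093 on the forward strand. As a list, the 3 measured members did not stand apart from other genes (limma's camera, adjusted p = 0.198 by Benjamini-Hochberg), and 1 of them rose, also when adjusted over the list alone. That 1 was lost (0 rose, 1 at an unadjusted p under 0.05 in edgeR) without mammospheres 2, monolayer 1 or monolayer 2, and with all libraries its adjusted p was over the limit in limma-voom and with RLE factors.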

Manual inspection of the genes in this group revealed several genes that had not been associated with cancer stemness before, one of them being the *TRPM4* gene, a member of the TRPM family of ion channels [15]. *TRPM4* is known to be overexpressed in breast [16] and other types of cancer [47]. We confirmed these data by interrogating the Oncomine data base [48]. We found that *TRPM4* was overexpressed in aggressive breast tumors in two separate patient data sets (Supplementary Figure S4). These findings prompted us to investigate further its role in bCSCs.

Firstly, we sought to confirm our RNA-seq data, which showed that TRPM4 mRNA expression levels were 2.4-fold higher in MCF-7 mammospheres compared to the adherent cells grown in monolayers (Figure 4A, blue bars). Indeed, RT-qPCR experiments validated these findings, showing a ~3-fold overexpression of TRPM4 in mammospheres (Figure 4A, yellow bars). 

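TRPM4 had higher normalized counts in mammospheres than in monolayers in both experiments. It had 1892 ± 822 (SD, n = 2) normalized counts in mammospheres and 773 ± 55.8 (SD, n = 2) in monolayers, and its reads were 1226 and 1987 against 692 and 1070. The ratio was larger in experiment 2, where it was 1.61 on the log2 scale, than in experiment 1, where it was 0.84. Over both experiments TRPM4 was 2.45-fold higher, a log2 fold change of 1.29 (standard error 0.32, adjusted p = 0.0489 from edgeR with Benjamini-Hochberg adjustment). The call lies close to its limit. The adjusted p was 0.134 without mammospheres 2 (log2 fold change 0.76), 0.195 without monolayer 1 and 0.208 without monolayer 2. With all libraries it was 0.0503 with RLE factors and also over the limit of 0.05 in limma-voom, while it was 0.00156 with the experiment as a block and 0.00274 in DESeq2. From its presence among the upregulated ion transport genes and its overexpression in breast tumours, the paper reasons that TRPM4 was worth following in breast cancer stem cells, and it turned to other methods to measure the transcript and the protein.

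**Figure D3:**
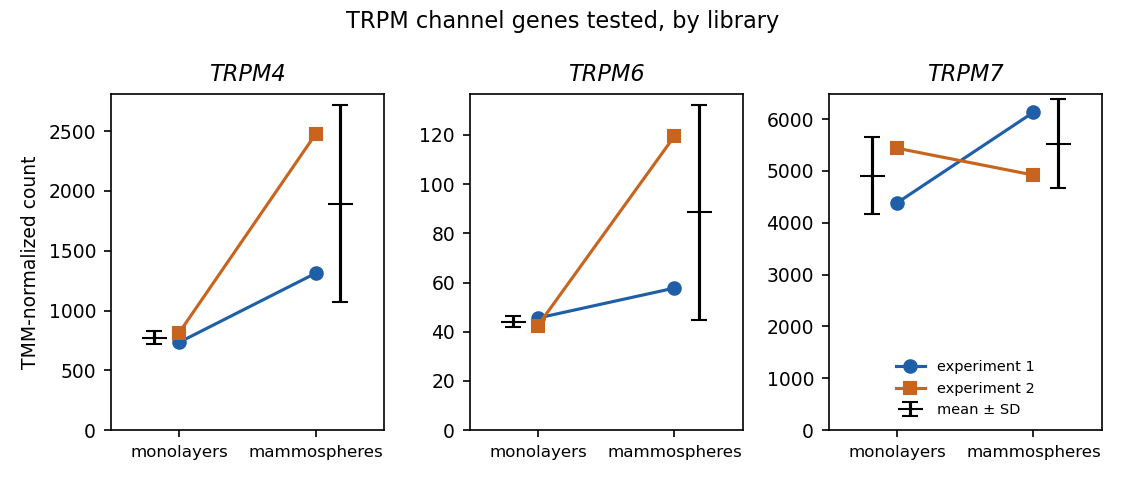
Normalized counts of TRPM4, TRPM6 and TRPM7 in each library of monolayers and mammospheres, with a line joining the libraries of 1 experiment and the mean and SD of each group (n = 2). The TRPM4 point of each mammosphere library lies above that of its monolayer.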

Western blot experiments showed that TRPM4 protein levels were ~2.7-fold higher in the MCF-7-derived mammospheres compared to the corresponding attached cells (Figure 4B). Immunostaining of cells grown in monolayers or mammospheres with an antibody against TRPM4 further corroborated its overexpression in the latter ones and showed that it is mostly localized on the cell membrane as expected (Figure 4C).

Overall, these data demonstrate convincingly that TRPM4 is overexpressed in MCF-7 mammospheres both on the mRNA and protein level.

### 3.5. TRPM4 Regulates the Stemness Properties of bCSCs In Vitro

The upregulation of *TRPM4* expression in the MCF-7 mammospheres, known to be highly enriched in bCSCs, urged us to investigate its potential role in the regulation of this subpopulation.

To this end, we knocked down *TRPM4* expression in MCF-7 cells (Supplementary Figure S5) using a previously published siRNA [17] and examined its effects on the stemness properties of bCSCs by applying the mammosphere-forming assay (Figure 5A,B). The results of these experiments revealed that TRPM4 knock-down resulted in the formation of a significantly smaller number of mammospheres compared to control (Figure 5A). Specifically, the TRPM4 siRNA-treated cells had 32% lower efficiency in forming mammospheres compared to the scramble siRNA-treated ones (Figure 5B). To further show that the decreased mammosphere forming efficiency was a specific effect of the TRPM4 knock-down on the bCSCs, we performed FACS analysis to monitor the CD44^+^CD24^−/low^ CSC subpopulation. The last day of the experiment the mammospheres in each condition were collected, dissociated and stained against the surface markers CD44 and CD24 (Figure 5C). FACS analysis showed 40% reduction in the percentage of the CD44^+^CD24^−/low^ CSC subpopulation upon TRPM4 knock-down compared to control cells (Figure 5D).

The above data strongly support the role of TRPM4 as a key regulator of the stemness properties of bCSCs in vitro.

Stemness-associated signaling cascades, such as the Wnt, Hedgehog and Notch pathways, regulate the maintenance of bCSCs (reviewed in [49]). Some of them are also involved in the induction of EMT that has been associated with the generation of bCSCs (reviewed in [50]). To gain some insight into the mechanisms that TRPM4 employs to regulate breast cancer stemness, we selected several molecules that participate in these pathways and showed considerable expression in our system and interrogated their mRNA levels in *TRPM4* k/d MCF-7 tumorspheres by RT-qPCR. The results are presented in Supplementary Figure S6. Among the EMT-associated molecules examined (blue in Figure S6), we found that the knock-down of TRPM4 led to significantly reduced mRNA levels of vimentin, an EMT marker. However, we did not see any changes in the levels of *CDH1*, which encodes for e-cadherin, or in the transcription factors *SNAI1* and *TWIST*. Among the Wnt-associated molecules examined (green in Figure S6), *PRICKLE1* was significantly downregulated in the *TRPM4* k/d MCF-7 tumorspheres. This gene is a member of the non-canonical Wnt/planar cell polarity (PCP) pathway and was recently described to be involved in breast cancer cell dissemination [51]. We did not observe any changes in the expression levels of *HHIP* (yellow in Figure S6) or *NOTCH1* (orange in Figure S6) involved in the Hedgehog and Notch signaling pathways, respectively.

### 3.6. TRPM4 Is a Potential Druggable Target in bCSCs

As mentioned above, several studies have reported on the overexpression of *TRPM4* in different types of cancer [52,53,54,55], and even though, its precise mechanism of action in tumors is currently unknown, it is already portrayed as a promising anticancer drug target [47].

Bearing this in mind and based on our data described above, we hypothesized that pharmacological inhibition of TRPM4 could, potentially, have anti-tumor effects through targeting the bCSC-subpopulation.

To this end, we examined whether 9-phenanthrol, a TRPM4 channel blocker, could affect bCSCs. MCF-7 mammospheres were dissociated to single cells, re-plated under mammosphere-forming conditions and treated with 50 μΜ of the inhibitor for 7 days; at the end of treatment, the MFE was calculated (Figure 6A,B). Inhibition of TRPM4 resulted in 45% decrease in the number of mammospheres compared to vehicle-treated one (Figure 6A,B). At the same time, FACS analysis of the inhibitor-treated mammospheres showed an approximately 50% decrease in the CD44^+^CD24^−/low^ CSC-subpopulation compared to control mammospheres (Figure 6C,D).

These results strongly suggest that TRPM4 inhibition diminishes the stemness potential of bCSCs and targets directly this subpopulation in MCF-7 mammospheres. Notably, TRPM4 pharmacological inhibition phenocopied the effects of the siRNA-mediated knock-down, as described previously (Figure 5). Therefore, blocking of this ion channel may serve as a novel therapeutic modality for targeting the associated stemness pathways in bCSCs.

As it has been suggested before [56] and we have also shown [18], both a CSC-targeted agent and a conventional cytotoxic drug are needed to achieve significant tumor reduction and, presumably, improve cancer treatment. Therefore, we sought to investigate whether TRPM4 inhibition in combination with doxorubicin treatment could have such an effect. MCF-7-derived tumorspheres were treated for 5 days with 9-phenanthrol (50 μΜ) and for an additional two days with doxorubicin (2.5 μM). On the last day of treatment, the number of tumorspheres was counted (Figure 6E,F). Monotreatment with the chemotherapeutic agent led only to a 20% reduction in the number of spheres; on the other hand, pre-treatment with the TRPM4 inhibitor followed by doxorubicin administration led to a 70% decrease in the number of spheres compared to the vehicle-treated ones (Figure 6E,F). These results show that combination of a chemotherapeutic drug and a TRPM4 inhibitor is more successful in eliminating breast tumorspheres, probably because both stem/progenitor and differentiated cancer cells are targeted effectively. This was further confirmed by FACS experiments that were carried out in tumorspheres during the last day of treatment in order to monitor the CD44^+^CD24^−/low^ CSC-subpopulation (Figure 6G,H). Doxorubicin treatment alone could not target the CSC-pool and it rather enriched the culture in bCSCs. However, its combination with the TRPM4 inhibitor was efficient in reducing the size of the CD44^+^CD24^−/low^ CSC subpopulation by 35% (Figure 6G,H).

In conclusion, our data suggest that *TRPM4* is a mediator of stemness in breast cancer in vitro and its inhibition may hold promise as an efficient complementary therapeutic approach along with standard treatments.

## 4. Discussion

Current anti-cancer therapeutic schemes have been mostly designed based on the prevalent tumor lesions identified through the employment of genome-wide sequencing techniques that analyze the bulk of the tumor. This strategy, while useful, ignores the molecular aberrations of small but, potentially, aggressive tumor subpopulations that may have different drug sensitivities [57]. Such subpopulations are often endowed with stemness properties and are referred to as cancer stem cells. More specifically in breast cancer, CSCs have been described as manifesting remarkable resistance to standard treatments [58,59], making them prime candidates for the development of novel, targeted therapies that could be administered in combination with commonly used drugs, aiming to achieve complete tumor elimination [60,61].

To develop such therapies, the first crucial step is to isolate bCSCs for further characterization and manipulation in vitro. Among the methods that have been developed to enrich for bCSCs, the mammosphere or tumorsphere culture system has been established as a particularly advantageous model for their investigation [10]. In this study, we used the widely applied and extensively characterized 3D mammosphere culture system developed from the luminal ER^+^ breast cancer MCF-7 cells. Notably, this is one of the few cell lines where the CD44^+^C24^−/low^ bCSC-subpopulation has been isolated, transplanted into mice and shown to possess stemness properties [62]. We used this system to employ a non-biased genome-wide approach for the identification of the transcriptional networks that are distinct between cells grown in 2D monolayers and 3D spheres and are potentially essential for the maintenance of the CSC-pool in tumors. The quality of our sequencing data was extensively validated by RT-qPCR experiments; both methodologies yielded similar results regarding the fold-change in mRNA levels between monolayers and mammospheres for most genes examined. We also performed a literature search for some of the genes that were found to be overexpressed in both cell systems and we confirmed that they were breast cancer-associated ones according to several published reports [27,28,29,30,31,32,33,34]. We also performed DEG analysis. Among the most highly upregulated genes in mammospheres we detected several known stemness-associated genes [35,36,37,38]. 

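MAOB and MAOA, neighbouring genes on chromosome X that encode monoamine oxidases, both rose in mammospheres. MAOB had 4656 ± 792 (SD, n = 2) normalized counts in mammospheres and 134 ± 34.4 (SD, n = 2) in monolayers, a 35.0-fold difference. MAOA had 1519 ± 64.5 (SD, n = 2) and 252 ± 108 (SD, n = 2), a 6.00-fold difference. The log2 fold changes were 5.13 for MAOB (standard error 0.30, adjusted p = 0.000839 from edgeR with Benjamini-Hochberg adjustment) and 2.58 for MAOA (standard error 0.32, adjusted p = 0.00545 from the same test). MAOB lies on chromosome X from 43625857 to 43741696.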

Other highly upregulated genes in mammospheres included the ion channel *KCNE4* and the monoamine oxidase *MOAB*, which have not been associated with cancer stemness before. Interestingly, both genes have been found to be overexpressed in glioblastoma [63,64] a tumor type highly enriched in CSCs [65].

Our gene ontology analysis offered further validation of our data, but also provided us with new insights into the biology of bCSCs and enriched our record of potential specific targets. A stark example was the “unsaturated fatty acid metabolism”, which emerged as the most overrepresented GO term in the upregulated genes in mammospheres. This is in accordance with recent literature that shows that CSCs require more unsaturated fatty acids than their non-stem counterparts (reviewed in [66]) and thus, they overexpress the related metabolic pathways. However, not all key genes involved have been identified and studied yet. Several such candidate genes are listed in our supplementary data.

Probably the least studied pathways in CSCs are the ones regarding ion transport and ion homeostasis, even though recent studies have demonstrated that ion channels are present in various CSCs (reviewed in [67]). Thus, we turned our interest to these gene lists in an effort to discover novel CSC-regulators. We hypothesized that by identifying and modulating such genes, we might be able to suppress the bCSC-population and highlight a new therapeutic avenue in BC. We identified *TRPM4* as an overexpressed ion channel that had not been associated with cancer stem cells before. This gene is one of the 8 members of the TRPM (transient receptor potential melastatin) family, which belongs to the superfamily of TRP cation channels [15]. The TRPM family members are widely expressed transmembrane proteins that contribute to intracellular calcium homeostasis by promoting Ca^2+^ entry into the cytosol in response to various stimuli with the exception of *TRPM4* and 5 that are Ca^2 +^ impermeable [15]. The TRPM4 channel is only permeable to monovalent cations, mostly to Na^+^ and K^+^, upon activation by an increase in intracellular Ca^2 +^ [15]. Most interestingly to us, TRPM4 protein levels are increased in a variety of tumor types compared to healthy tissue, where it contributes to important cancer features, such as increased proliferation and migration and cell cycle shift (reviewed in [15,47]). Particularly in breast cancer, two recent studies showed that both the mRNA and protein levels of *TRPM4* were upregulated in specimens from breast cancer patients [16,55]. Increased TRPM4 staining intensity in the membrane and cytosol of tumor cells was significantly correlated with a worse patient prognosis [55]. These data were also confirmed by our own Oncomine analysis that showed that *TRPM4* overexpression is associated with aggressive breast tumors in the public datasets examined.

Taking into account these reports as well as the pathway analysis of our RNA-seq data, we hypothesized that *TRPM4* might play an important role in the regulation of breast CSCs. After confirming the overexpression of *TRPM4* in MCF-7 mammospheres, we set out to examine its functional effects on the same model of CSC-enrichment by knocking-down its gene expression. *TRPM4* silencing reduced the CSC fraction and impaired its stemness properties, suggesting that this ion channel is critical for CSC maintenance and activity in breast cancer. These results were also reproduced, when an TRPM4 inhibitor, 9-phenanthrol, was used. Our experiments with the combined use of 9-phenanthrol and doxorubicin in an in vitro tumorsphere system showed that this administration scheme was more efficient in reducing the number of spheres than the drug alone, which could not target the bCSC-subpopulation. This is in agreement with our previous results [18] and the view expressed by others [47] that both a CSC-specific agent and a chemotherapeutic drug are needed for complete tumor elimination.

It should be mentioned that 9-phenanthrol also inhibits TMEM16A/ANO1 [68], a calcium-activated chloride channel that is expressed in very low levels in our cells according to our RNA-seq data (data not shown) and probably not on the protein level. Hence, it is safe to assume that the effects observed in our cell system after 9-phenanthrol treatment are due solely to inhibition of the TRPM4 channel.

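ANO1 was near the lower end of the measured genes in both groups. It had 26 and 24 reads in mammospheres and 11 and 10 in monolayers, and ranked 13431 and 14536 of 27967 genes by mean reads. Its normalized counts were 28.8 ± 1.47 (SD, n = 2) in mammospheres and 9.62 ± 2.87 (SD, n = 2) in monolayers. The log2 fold change of 1.59 (standard error 0.54) did not pass the test (adjusted p = 0.113 from edgeR with Benjamini-Hochberg adjustment), but ANO1 rose with the experiment as a block (adjusted p = 0.0481). ANO1 lies on chromosome 11 from 69832013 to 70035636.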

The precise mechanisms of action of *TRPM4* in cancer are currently under investigation [47]. Our results suggest that it may function through maintaining the CSC-compartment in tumors. The pathways that mediate TRPM4 activity in cancer stemness are yet unknown; our preliminary data suggest that this ion-channel may be involved in the EMT process. In support of this notion, recent studies have highlighted the connection of *TRPM4* expression with activation of the EMT in prostate [54] and breast [16] cancer cells, a process that has long been associated to cancer stemness [69]. *TRPM4* may also be involved in the regulation of the Wnt/PCP signaling pathway, which is often aberrantly expressed in cancer [70]. However, these findings need further investigation. As we could examine only a small set of stemness-associated genes by RT-qPCR, it is plausible that other signaling cascades also mediate *TRPM4* actions.

Our results also suggest that *TRPM4* can be used as a druggable target in breast cancer. Indeed, the cell membrane localization of the protein renders it an ideal candidate for novel anti-cancer drugs that could either fall into the small-molecule inhibitors category [71] or they could be specific antibodies that block the protein [72].

Future studies including in vivo experiments will clarify the role of *TRPM4* in cancer, will elucidate the regulatory mechanisms it employs to sustain CSCs and will evaluate its potential as a therapeutic target in breast tumors.

## Figures and Tables

**Figure 1:**
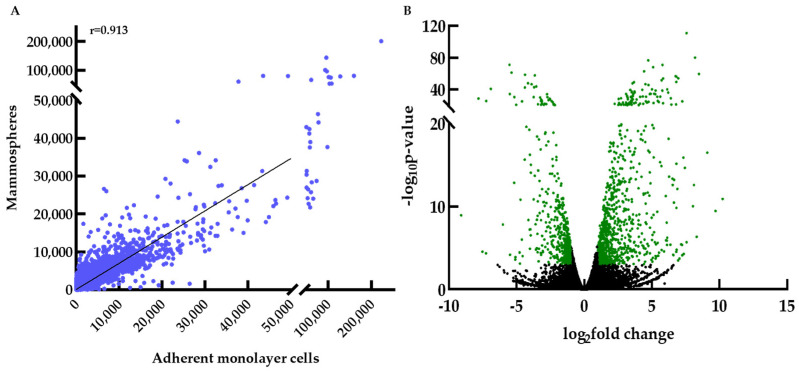
Gene expression in adherent monolayer cells and mammospheres. (**A**) Scatter plot of the 27,967 genes analyzed evaluated as average number of reads. The high Pearson correlation coefficient (r = 0.913) indicates similar expression profiles between the two cell systems, as expected. (**Β**) Volcano plot (*p*-value vs. log_2_fold change of gene expression) of the 27,967 genes that were analyzed. Differentially expressed genes (DEGs) in mammospheres with a ≥2-fold change are depicted in green (*p*-value < 0.05 and *p*-adjust value < 0.01).

**Figure 2:**
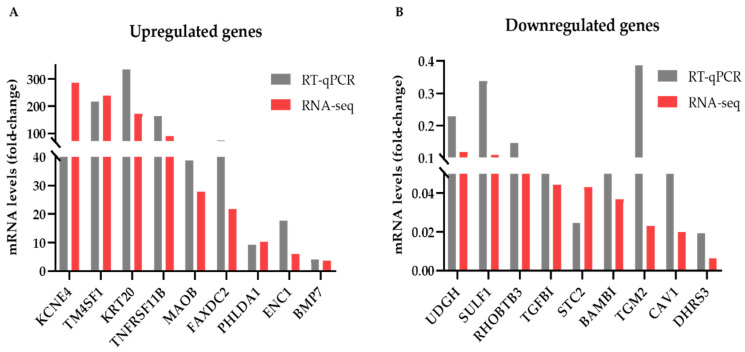
Differentially expressed genes and RT-qPCR validation. Comparison of the RNA-seq and RT-qPCR data for several (**A**) upregulated genes and (**B**) downregulated genes in MCF-7 mammospheres compared to monolayers. Representative data from 1 to 3 biological replicates with similar results are shown for the RT-qPCR experiments.

**Figure 3:**
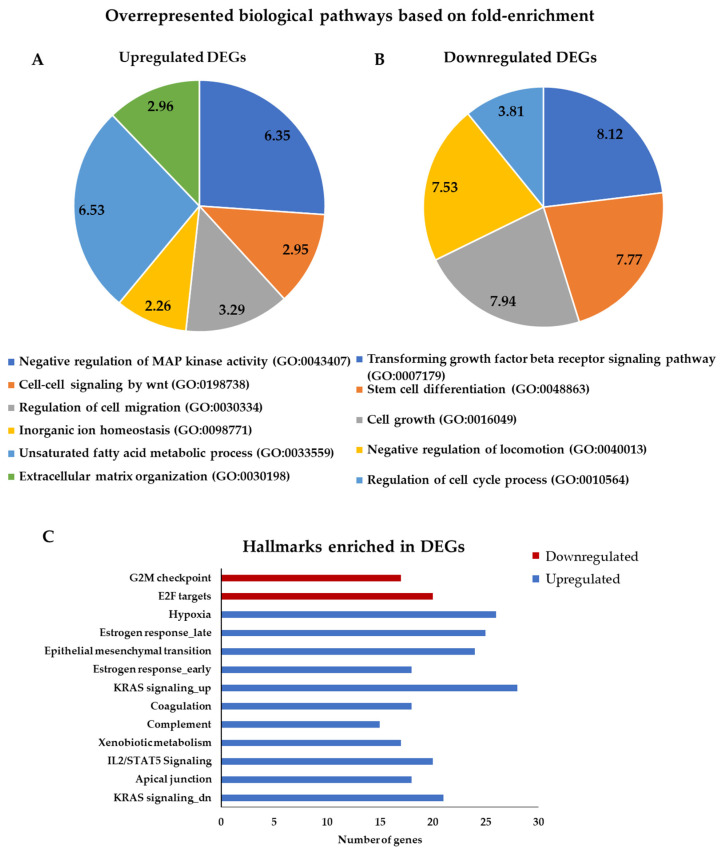
Gene ontology and hallmark analysis for DEGs in MCF-7 mammospheres. The top overrepresented biological pathways for the (**A**) upregulated and (**B**) downregulated DEGs resulting from PANTHER analysis. The fold-enrichment is shown in the diagrams. (**C**) The enriched hallmarks for the up- and downregulated DEGs resulting from the GSEA analysis.

**Figure 4:**
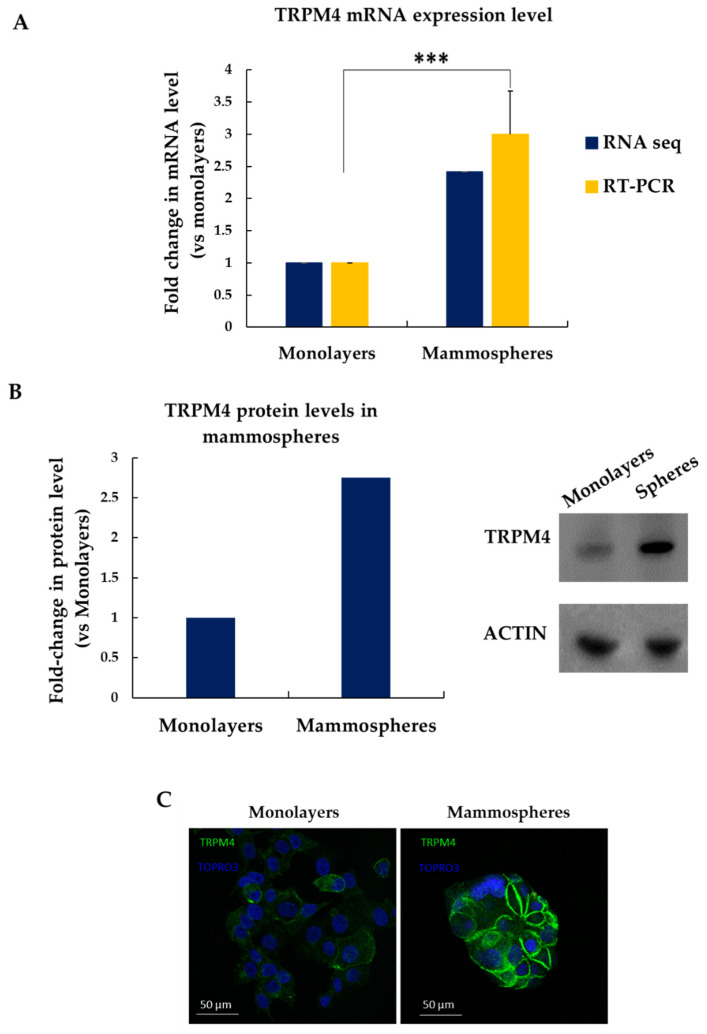
TRPM4 is overexpressed in MCF-7 mammospheres. (**A**) TRPM4 mRNA levels in adherent cells grown in monolayers or mammospheres as estimated by RNA-seq and RT-qPCR. (**B**) Western blot of protein lysates from MCF-7 monolayers and mammospheres with an antibody against TRPM4 or actin (control) (left). Quantification of Western blot using Image J. (**C**) Immunofluorescence of MCF-7 monolayers and mammospheres stained with an antibody against TRPM4 protein (green) and TORPO3 (blue). Error bars represent the SEM of biological replicates (*n* = 2–4). ***: *p* < 0.001. Scale bars represent 50 μm.

**Figure 5:**
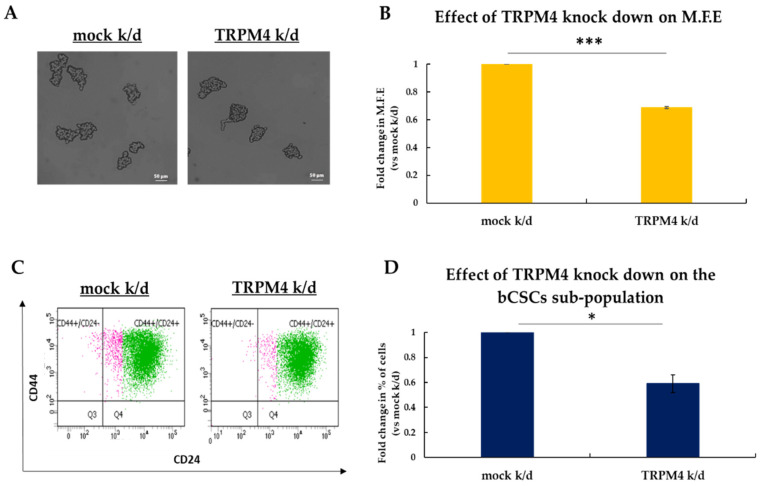
Effects of TRPM4 knock down on the bCSCs sub-population. (**A**) Representative images of MCF-7 mammospheres upon TRPM4 siRNA-mediated knock-down. Cells transfected with scrambled siRNA served as the control. (**B**) Effect of TRPM4 knock-down on the mammosphere forming efficiency (MFE). MCF-7 cells were transfected with siRNA against *TRPM4* and cultured under mammosphere-forming conditions for 7 days when the MFE was calculated. (**C**) Graphical representation of the FACS analysis for CD44^+^CD24^−/low^ cells in MCF-7 mammospheres after siRNA-mediated TRPM4 knock-down. (**D**) Quantification of FACS analysis presented in (**C**). Error bars represent SEM. * *p* < 0.05, *** *p* < 0.001. Scale bars represent 50 μm.

**Figure 6:**
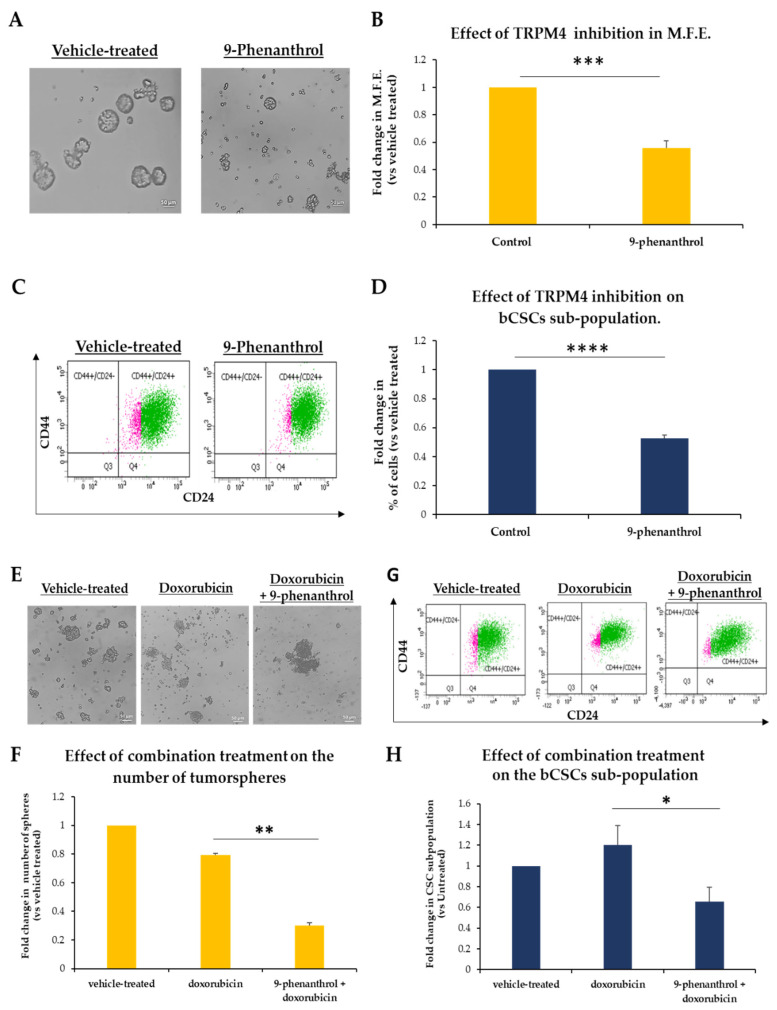
Targeting TRPM4 in bCSCs. (**A**) Representative images of MCF-7 mammospheres after inhibition of TRPM4 with 9-Phenantrhol (50 μΜ) for 7 days. Vehicle-treated spheres served as the control. (**B**) Graphical representation of the effects of TRPM4 inhibition on the MFE of MCF-7 mammosphere-derived single cells. The cells were treated with 9-Phenantrhol (50 μΜ) for 7 days, and on the last day, the number of formed mammospheres was counted and the MFE was calculated. (**C**) FACS analysis for the CD44 and CD24 cell surface markers was performed for the mammosphere-derived single cells after inhibitor treatment. Vehicle-treated cells were used as control. (**D**) Quantification of FACS analysis data presented in (**C**). (**E**) MCF-7 tumorspheres treated for 5 days with 9-Phenanthrol (50 μM). On the sixth day, doxorubicin (2.5 μΜ) was added for two more days. after treatment with doxorubicin (2.5 μΜ) or combination treatment on the number of MCF-7 tumorspheres. Representative images of tumorspheres on the last day of the treatment. (**F**) Graphical representation of the combination treatment on the number of tumorspheres. (**G**) FACS analysis for the CD44 and CD24 cell surface markers was performed for the tumorpshere-derived single cells after treatment. (**H**) Graphical representation of FACS analysis data for the CD44^+^CD24^−/low^ CSC subpopulation in MCF-7 tumorspheres. Error bars represent SEM. *: *p* < 0.05, **: *p* < 0.01, ***: *p* < 0.001, ****: *p* < 0.0001. Scale bars represent 50 μm.

## Data Availability

All raw and processed data files have been submitted to GEO (accession number GSE182532).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/biomedicines9101368/s1: Figure S1. MCF-7 mammospheres are highly enriched in bCSCs, Figure S2. Expressed genes in MCF-7 cells grown as adherent monolayers or mammospheres, Figure S3. Gene ontology analysis for DEGs, Figure S4. Oncomine analyses of breast cancer databases, Figure S5. Western blot analysis for TRPM4 siRNA knock-down in MCF-7 cells, Figure S6. mRNA expression levels of genes associated with stemness pathways in *TRPM4* k/d MCF-7 mammospheres. Table S1. The top 200 genes expressed in MCF-7 adherent monolayer cells and mammospheres. Table S2. The 1421 differentially expressed genes (DEGs) between adherent monolayer cells and mammospheres identified by RNA-sequencing, Table S3. The genes of each biological pathway overrepresented in DEGs, Table S4. The genes of the enriched hallmarks in DEGs.

## References

[1] World Health Organization (WHO) https://www.who.int/news-room/fact-sheets/detail/breast-cancer.

[2] Ji X., Lu Y., Tian H., Meng X., Wei M., Cho W.C. (2019). Chemoresistance mechanisms of breast cancer and their countermeasures. Biomed. Pharm..

[3] Ignatov A., Eggemann H., Burger E., Ignatov T. (2018). Patterns of breast cancer relapse in accordance to biological subtype. J. Cancer Res. Clin. Oncol..

[4] Pan H., Gray R., Braybrooke J., Davies C., Taylor C., McGale P., Peto R., Pritchard K.I., Bergh J., Dowsett M. (2017). 20-Year Risks of Breast-Cancer Recurrence after Stopping Endocrine Therapy at 5 Years. N. Engl. J. Med..

[5] Al-Hajj M., Wicha M.S., Benito-Hernandez A., Morrison S.J., Clarke M.F. (2003). Prospective identification of tumorigenic breast cancer cells. Proc. Natl. Acad. Sci. USA.

[6] Fillmore C.M., Kuperwasser C. (2008). Human breast cancer cell lines contain stem-like cells that self-renew, give rise to phenotypically diverse progeny and survive chemotherapy. Breast Cancer Res. BCR.

[7] Ablett M.P., Singh J.K., Clarke R.B. (2012). Stem cells in breast tumours: Are they ready for the clinic?. Eur. J. Cancer.

[8] Geng S.Q., Alexandrou A.T., Li J.J. (2014). Breast cancer stem cells: Multiple capacities in tumor metastasis. Cancer Lett..

[9] Saygin C., Matei D., Majeti R., Reizes O., Lathia J.D. (2019). Targeting Cancer Stemness in the Clinic: From Hype to Hope. Cell Stem Cell.

[10] Akbarzadeh M., Maroufi N.F., Tazehkand A.P., Akbarzadeh M., Bastani S., Safdari R., Farzane A., Fattahi A., Nejabati H.R., Nouri M. (2019). Current approaches in identification and isolation of cancer stem cells. J. Cell Physiol..

[11] Dontu G., Abdallah W.M., Foley J.M., Jackson K.W., Clarke M.F., Kawamura M.J., Wicha M.S. (2003). In vitro propagation and transcriptional profiling of human mammary stem/progenitor cells. Genes Dev..

[12] Ponti D., Costa A., Zaffaroni N., Pratesi G., Petrangolini G., Coradini D., Pilotti S., Pierotti M.A., Daidone M.G. (2005). Isolation and in vitro propagation of tumorigenic breast cancer cells with stem/progenitor cell properties. Cancer Res..

[13] Shaw F.L., Harrison H., Spence K., Ablett M.P., Simoes B.M., Farnie G., Clarke R.B. (2012). A detailed mammosphere assay protocol for the quantification of breast stem cell activity. J. Mammary Gland. Biol. Neoplasia.

[14] Wang R., Lv Q., Meng W., Tan Q., Zhang S., Mo X., Yang X. (2014). Comparison of mammosphere formation from breast cancer cell lines and primary breast tumors. J. Thorac. Dis..

[15] Hantute-Ghesquier A., Haustrate A., Prevarskaya N., Lehen’kyi V. (2018). TRPM Family Channels in Cancer. Pharmaceuticals.

[16] Wong K.K., Hussain F.A. (2020). TRPM4 is overexpressed in breast cancer associated with estrogen response and epithelial-mesenchymal transition gene sets. PLoS ONE.

[17] Holzmann C., Kappel S., Kilch T., Jochum M.M., Urban S.K., Jung V., Stockle M., Rother K., Greiner M., Peinelt C. (2015). Transient receptor potential melastatin 4 channel contributes to migration of androgen-insensitive prostate cancer cells. Oncotarget.

[18] Verigos J., Karakaidos P., Kordias D., Papoudou-Bai A., Evangelou Z., Harissis H.V., Klinakis A., Magklara A. (2019). The Histone Demethylase LSD1/KappaDM1A Mediates Chemoresistance in Breast Cancer via Regulation of a Stem Cell Program. Cancers.

[19] Kim D., Langmead B., Salzberg S.L. (2015). HISAT: A fast spliced aligner with low memory requirements. Nat. Methods.

[20] Anders S., Pyl P.T., Huber W. (2015). HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics.

[21] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[22] Mi H., Muruganujan A., Thomas P.D. (2013). PANTHER in 2013: Modeling the evolution of gene function, and other gene attributes, in the context of phylogenetic trees. Nucleic Acids Res..

[23] Mootha V.K., Lindgren C.M., Eriksson K.F., Subramanian A., Sihag S., Lehar J., Puigserver P., Carlsson E., Ridderstrale M., Laurila E. (2003). PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat. Genet..

[24] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A., Paulovich A., Pomeroy S.L., Golub T.R., Lander E.S. (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

[25] Reimand J., Isserlin R., Voisin V., Kucera M., Tannus-Lopes C., Rostamianfar A., Wadi L., Meyer M., Wong J., Xu C. (2019). Pathway enrichment analysis and visualization of omics data using g:Profiler, GSEA, Cytoscape and EnrichmentMap. Nat. Protoc..

[26] Grimshaw M.J., Cooper L., Papazisis K., Coleman J.A., Bohnenkamp H.R., Chiapero-Stanke L., Taylor-Papadimitriou J., Burchell J.M. (2008). Mammosphere culture of metastatic breast cancer cells enriches for tumorigenic breast cancer cells. Breast Cancer Res. BCR.

[27] Abd El-Rehim D.M., Pinder S.E., Paish C.E., Bell J., Blamey R.W., Robertson J.F., Nicholson R.I., Ellis I.O. (2004). Expression of luminal and basal cytokeratins in human breast carcinoma. J. Pathol..

[28] Dai X., Cheng H., Bai Z., Li J. (2017). Breast Cancer Cell Line Classification and Its Relevance with Breast Tumor Subtyping. J. Cancer.

[29] Fang H., Yue X., Li X., Taylor J.S. (2005). Identification and characterization of high affinity antisense PNAs for the human unr (upstream of N-ras) mRNA which is uniquely overexpressed in MCF-7 breast cancer cells. Nucleic Acids Res..

[30] Meric-Bernstam F., Chen H., Akcakanat A., Do K.A., Lluch A., Hennessy B.T., Hortobagyi G.N., Mills G.B., Gonzalez-Angulo A. (2012). Aberrations in translational regulation are associated with poor prognosis in hormone receptor-positive breast cancer. Breast Cancer Res. BCR.

[31] Mehra R., Varambally S., Ding L., Shen R., Sabel M.S., Ghosh D., Chinnaiyan A.M., Kleer C.G. (2005). Identification of GATA3 as a breast cancer prognostic marker by global gene expression meta-analysis. Cancer Res..

[32] Garcia-Murillas I., Sharpe R., Pearson A., Campbell J., Natrajan R., Ashworth A., Turner N.C. (2014). An siRNA screen identifies the GNAS locus as a driver in 20q amplified breast cancer. Oncogene.

[33] Menendez J.A., Lupu R. (2017). Fatty acid synthase regulates estrogen receptor-alpha signaling in breast cancer cells. Oncogenesis.

[34] Burandt E., Jens G., Holst F., Janicke F., Muller V., Quaas A., Choschzick M., Wilczak W., Terracciano L., Simon R. (2013). Prognostic relevance of AIB1 (NCoA3) amplification and overexpression in breast cancer. Breast Cancer Res. Treat..

[35] Dubrovska A., Hartung A., Bouchez L.C., Walker J.R., Reddy V.A., Cho C.Y., Schultz P.G. (2012). CXCR4 activation maintains a stem cell population in tamoxifen-resistant breast cancer cells through AhR signalling. Br. J. Cancer.

[36] Shi Y., Riese D.J., Shen J. (2020). The Role of the CXCL12/CXCR4/CXCR7 Chemokine Axis in Cancer. Front. Pharmacol.

[37] Al-Dhfyan A., Alhoshani A., Korashy H.M. (2017). Aryl hydrocarbon receptor/cytochrome P450 1A1 pathway mediates breast cancer stem cells expansion through PTEN inhibition and beta-Catenin and Akt activation. Mol. Cancer.

[38] Gao H., Chakraborty G., Zhang Z., Akalay I., Gadiya M., Gao Y., Sinha S., Hu J., Jiang C., Akram M. (2016). Multi-organ Site Metastatic Reactivation Mediated by Non-canonical Discoidin Domain Receptor 1 Signaling. Cell.

[39] Wang S., Wang N., Zheng Y., Yang B., Liu P., Zhang F., Li M., Song J., Chang X., Wang Z. (2020). Caveolin-1 inhibits breast cancer stem cells via c-Myc-mediated metabolic reprogramming. Cell Death Dis..

[40] Kang Y.P., Yoon J.H., Long N.P., Koo G.B., Noh H.J., Oh S.J., Lee S.B., Kim H.M., Hong J.Y., Lee W.J. (2019). Spheroid-Induced Epithelial-Mesenchymal Transition Provokes Global Alterations of Breast Cancer Lipidome: A Multi-Layered Omics Analysis. Front. Oncol..

[41] Mukherjee A., Kenny H.A., Lengyel E. (2017). Unsaturated Fatty Acids Maintain Cancer Cell Stemness. Cell Stem Cell.

[42] de Sousa E.M.F., Vermeulen L. (2016). Wnt Signaling in Cancer Stem Cell Biology. Cancers.

[43] Lopez-Lazaro M. (2015). The migration ability of stem cells can explain the existence of cancer of unknown primary site. Rethinking metastasis. Oncoscience.

[44] Nallanthighal S., Heiserman J.P., Cheon D.J. (2019). The Role of the Extracellular Matrix in Cancer Stemness. Front. Cell Dev. Biol..

[45] Stelling M.P., Motta J.M., Mashid M., Johnson W.E., Pavao M.S., Farrell N.P. (2019). Metal ions and the extracellular matrix in tumor migration. FEBS J..

[46] Bellomo C., Caja L., Moustakas A. (2016). Transforming growth factor beta as regulator of cancer stemness and metastasis. Br. J. Cancer.

[47] Borgstrom A., Peinelt C., Stoklosa P. (2021). TRPM4 in Cancer—A New Potential Drug Target. Biomolecules.

[48] Rhodes D.R., Yu J., Shanker K., Deshpande N., Varambally R., Ghosh D., Barrette T., Pandey A., Chinnaiyan A.M. (2004). ONCOMINE: A cancer microarray database and integrated data-mining platform. Neoplasia.

[49] Song K., Farzaneh M. (2021). Signaling pathways governing breast cancer stem cells behavior. Stem Cell Res. Ther..

[50] Kotiyal S., Bhattacharya S. (2014). Breast cancer stem cells, EMT and therapeutic targets. Biochem. Biophys. Res. Commun..

[51] Daulat A.M., Bertucci F., Audebert S., Serge A., Finetti P., Josselin E., Castellano R., Birnbaum D., Angers S., Borg J.P. (2016). PRICKLE1 Contributes to Cancer Cell Dissemination through Its Interaction with mTORC2. Dev. Cell.

[52] Kappel S., Stoklosa P., Hauert B., Ross-Kaschitza D., Borgstrom A., Baur R., Galvan J.A., Zlobec I., Peinelt C. (2019). TRPM4 is highly expressed in human colorectal tumor buds and contributes to proliferation, cell cycle, and invasion of colorectal cancer cells. Mol. Oncol..

[53] Loo S.K., Ch’ng E.S., Md Salleh M.S., Banham A.H., Pedersen L.M., Moller M.B., Green T.M., Wong K.K. (2017). TRPM4 expression is associated with activated B cell subtype and poor survival in diffuse large B cell lymphoma. Histopathology.

[54] Sagredo A.I., Sagredo E.A., Pola V., Echeverria C., Andaur R., Michea L., Stutzin A., Simon F., Marcelain K., Armisen R. (2019). TRPM4 channel is involved in regulating epithelial to mesenchymal transition, migration, and invasion of prostate cancer cell lines. J. Cell Physiol..

[55] Rivas J., Diaz N., Silva I., Morales D., Lavanderos B., Alvarez A., Saldias M.P., Pulgar E., Cruz P., Maureira D. (2020). KCTD5, a novel TRPM4-regulatory protein required for cell migration as a new predictor for breast cancer prognosis. FASEB J..

[56] Pattabiraman D.R., Weinberg R.A. (2014). Tackling the cancer stem cells—What challenges do they pose?. Nat. Rev. Drug Discov..

[57] Zardavas D., Irrthum A., Swanton C., Piccart M. (2015). Clinical management of breast cancer heterogeneity. Nat. Rev. Clin. Oncol..

[58] Zheng Q., Zhang M., Zhou F., Zhang L., Meng X. (2020). The Breast Cancer Stem Cells Traits and Drug Resistance. Front. Pharmacol..

[59] Bai X., Ni J., Beretov J., Graham P., Li Y. (2018). Cancer stem cell in breast cancer therapeutic resistance. Cancer Treat. Rev..

[60] Gupta P.B., Onder T.T., Jiang G., Tao K., Kuperwasser C., Weinberg R.A., Lander E.S. (2009). Identification of selective inhibitors of cancer stem cells by high-throughput screening. Cell.

[61] Liu S., Wicha M.S. (2010). Targeting breast cancer stem cells. J. Clin. Oncol..

[62] Yan W., Chen Y., Yao Y., Zhang H., Wang T. (2013). Increased invasion and tumorigenicity capacity of CD44+/CD24- breast cancer MCF7 cells in vitro and in nude mice. Cancer Cell Int..

[63] Biasiotta A., D’Arcangelo D., Passarelli F., Nicodemi E.M., Facchiano A. (2016). Ion channels expression and function are strongly modified in solid tumors and vascular malformations. J. Transl. Med..

[64] Sharpe M.A., Baskin D.S. (2016). Monoamine oxidase B levels are highly expressed in human gliomas and are correlated with the expression of HiF-1alpha and with transcription factors Sp1 and Sp3. Oncotarget.

[65] Lathia J.D., Mack S.C., Mulkearns-Hubert E.E., Valentim C.L., Rich J.N. (2015). Cancer stem cells in glioblastoma. Genes Dev..

[66] Li H., Feng Z., He M.L. (2020). Lipid metabolism alteration contributes to and maintains the properties of cancer stem cells. Theranostics.

[67] Cheng Q., Chen A., Du Q., Liao Q., Shuai Z., Chen C., Yang X., Hu Y., Zhao J., Liu S. (2018). Novel insights into ion channels in cancer stem cells (Review). Int. J. Oncol..

[68] Burris S.K., Wang Q., Bulley S., Neeb Z.P., Jaggar J.H. (2015). 9-Phenanthrol inhibits recombinant and arterial myocyte TMEM16A channels. Br. J. Pharmacol..

[69] Scheel C., Weinberg R.A. (2012). Cancer stem cells and epithelial-mesenchymal transition: Concepts and molecular links. Semin. Cancer Biol..

[70] VanderVorst K., Dreyer C.A., Konopelski S.E., Lee H., Ho H.H., Carraway K.L. (2019). Wnt/PCP Signaling Contribution to Carcinoma Collective Cell Migration and Metastasis. Cancer Res..

[71] Arullampalam P., Preti B., Ross-Kaschitza D., Lochner M., Rougier J.S., Abriel H. (2021). Species-Specific Effects of Cation Channel TRPM4 Small-Molecule Inhibitors. Front. Pharmacol..

[72] Low S.W., Gao Y., Wei S., Chen B., Nilius B., Liao P. (2021). Development and characterization of a monoclonal antibody blocking human TRPM4 channel. Sci. Rep..

# Supplementary material for: Transcriptional Profiling of Tumorspheres Reveals TRPM4 as a Novel Stemness Regulator in Breast Cancer
**Source:** Biomedicines. 2021 Oct 1;9(10):1368. doi: 10.3390/biomedicines9101368
**Supplement:** Supplementary file 1

Supplementary Materials

Transcriptional profiling of tumorspheres reveals TRPM4 as a novel stemness regulator in breast cancer

John Verigos^{1,2}, Dimitris Kordias^{1,2#}, Styliani Papadaki^{2#} and Angeliki Magklara^{1,2,3*}

Figure S1. Supplementary Figure 1. MCF-7 mammospheres are highly enriched in b-CSCs. (A) FACS analysis of MCF-7 cells grown in 2D monolayers or in 3D mammospheres using antibodies against CD44 and CD24. (B) Quantification of the FACS results. (C) mRNA expression levels of known stemness markers in mammospheres. The fold-change of mRNA expression over the adherent cells is shown.

Figure S2. Expressed genes in MCF-7 cells grown as adherent monolayers or mammospheres. Out of the 27,967 genes that were analysed, 14,641 and 14,937 were expressed in the adherent monolayer cells and mammospheres, respectively. No expression depicts genes that have less than 10 reads in either phenotype.

Figure S3. Gene ontology analysis for DEGs. The top overrepresented biological pathways based on the number of genes for the (A) upregulated and (B) downregulated genes in MCF-7mammospheres resulting from PANTHER analysis.

Figure S4. Oncomine analyses of breast cancer databases. Box plots show that TRPM4 is overexpressed in aggressive breast carcinomas: (A) Curtis breast cancer database G. Invasive Lobular breast Carcinoma vs. Normal, Fold change = 1.602, Tubular Breast Carcinoma vs. Normal, Fold change = 1.524, Mucinous Breast Carcinoma vs. Normal, Fold change = 1.468, Invasive Ductal and Invasive Lobular Breast Carcinoma vs. Normal, Fold change = 1.406 and Invasive Ductal Breast Carcinoma vs. Normal, Fold change = 1.439 (p-value<0.001). (B) Ma breast cancer database. Ductal Breast Carcinoma vs. Normal, Fold change = 1.413 and Invasive Ductal Breast Carcinoma vs. Normal, Fold change = 1.202 (p-value≤0.005). Numbers in parentheses indicate the number of samples. The y-axis represents log2 median-centered intensity (normalized expression). Shaded boxes represent the interquartile range (25th–75th percentile). Whiskers represent the 10th–90th percentile. The bars denote the median (adapted from www.oncomine.org).

Figure S5. Western blot analysis for TRPM4 siRNA knock-down in MCF-7 cells.

Legends for the supplementary tables

Table S1. The top 200 genes expressed in MCF-7 adherent monolayer cells and mammospheres. Gene ranking was based on the number of reads and the top 100 genes for each group were selected. Genes in colour and in bold are discussed in the text.

Table S2. The 1,421 differentially expressed genes (DEGs) between MCF-7 adherent monolayer cells and mammospheres identified by RNA-sequencing. The transcriptomes of adherent monolayer cells and mammospheres were compared using the R package DESEQ2 and DEGs were identified by setting a 2-fold-change and a p-value $\leq$ 0.05 (with p-adj $\leq$ 0.01) as cut-off values.

Table S3. The genes in each biological pathway overrepresented in DEGs. PANTHER GO-Slim biological process analysis was performed and the genes from the most overrepresented pathways are presented.

Table S4. The genes of the enriched hallmarks in DEGs. Hallmark analysis was performed using the GSEA software.

Figure S1.

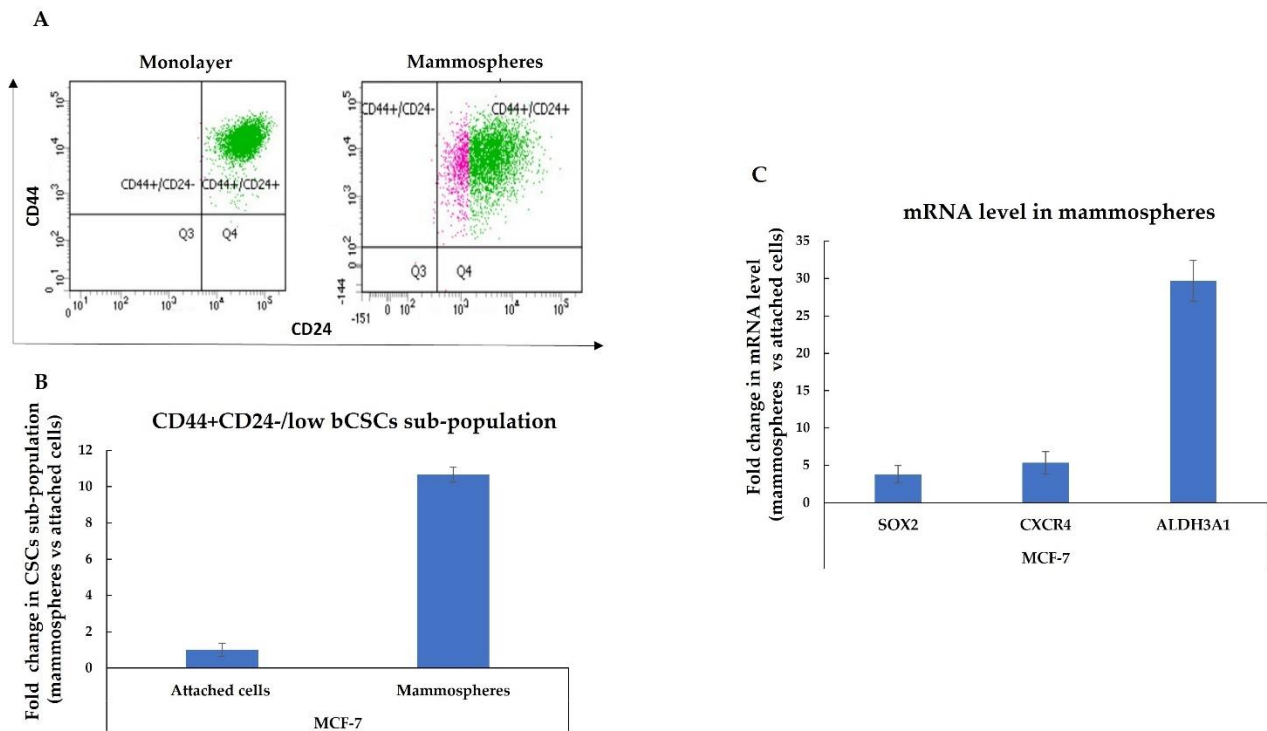

Figure S2.

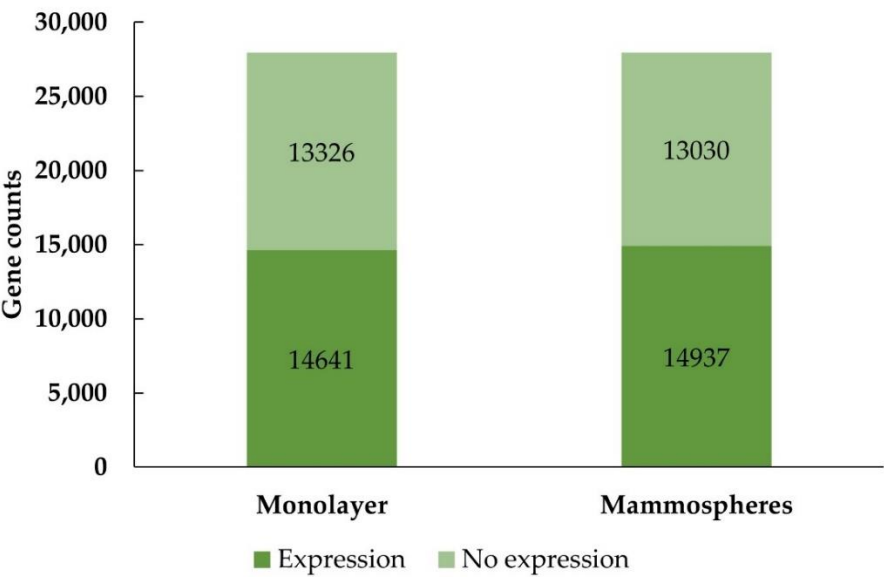

Figure S3.

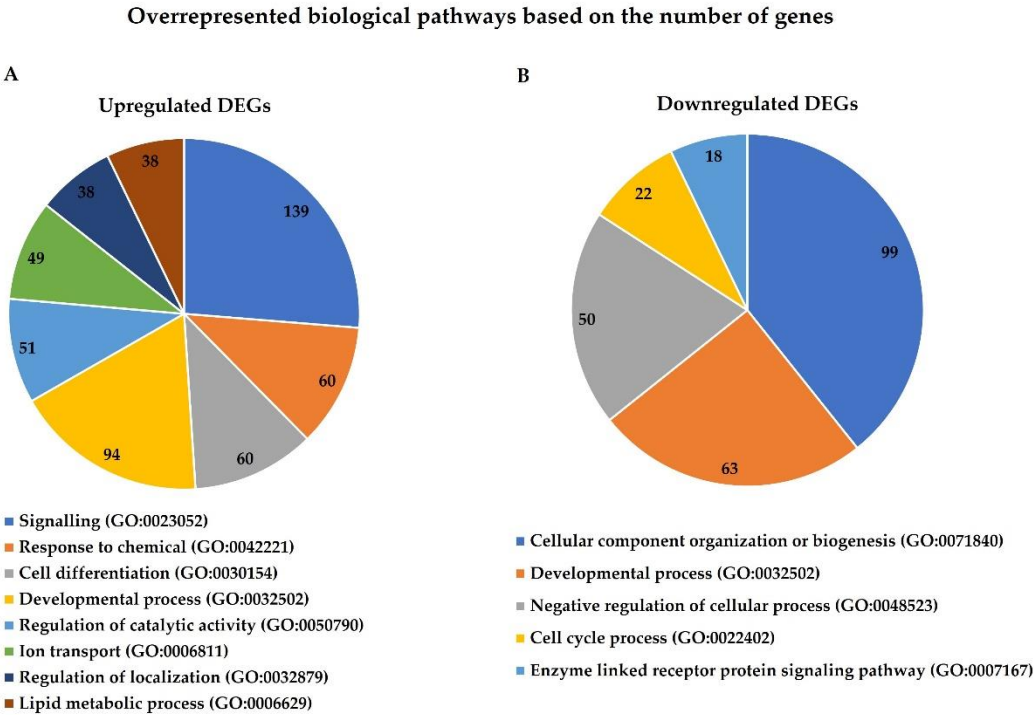

Figure S4.

A

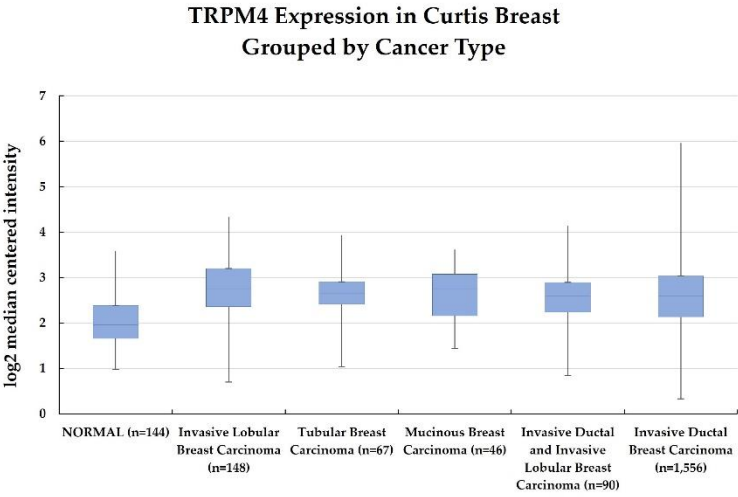

B

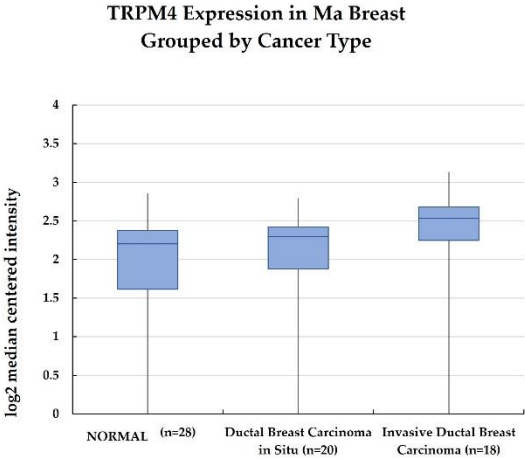

Figure S5.

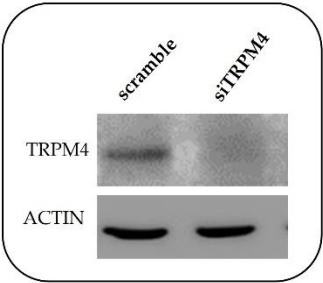

Tables

Table S1.

**Top 100 expressed genes in MCF-7 monolayers**	<i>KRT8</i>, <i>EEF1A1</i>, <i>GAPDH</i>, <i>EEF2</i>, <i>CSDE1</i>, <i>ACTB</i>, <i>KRT18</i>, <i>PABPC1</i>, <i>PKM</i>, <i>RNR2</i>, <i>GNAS</i>, <i>ACTG1</i>, <i>HSP90AA1</i>, <i>CTSD</i>, <i>RPS2</i>, <i>RPL8</i>, <i>KRT19</i>, <i>RPL4</i>, <i>TPT1</i>, <i>RPS3</i>, <i>FTH1</i>, <i>ALDOA</i>, <i>CLTC</i>, <i>RPLP0</i>, <i>EEF1G</i>, <i>RPL13</i>, <i>PTMA</i>, <i>HNRNPA2B1</i>, <i>HSP90AB1</i>, <i>NCOA3</i>, <i>SULF2</i>, <i>TRIM37</i>, <i>RPL7A</i>, <i>HSPA8</i>, <i>RACK1</i>, <i>HSPB1</i>, <i>TUBB</i>, <i>SCD</i>, <i>PSMD6</i>, <i>SPTSSB</i>, <i>NPM1</i>, <i>NUCKS1</i>, <i>RPL12</i>, <i>EEF1A2</i>, <i>ENO1</i>, <i>RPS4X</i>, <i>H3F3B</i>, <i>TUBA1B</i>, <i>CFL1</i>, <i>FLNA</i>, <i>YWHAZ</i>, <i>GATA3</i>, <i>NCL</i>, <i>RPL3</i>, <i>DDX5</i>, <i>RPL32</i>, <i>PPIA</i>, <i>RPS6KB1</i>, <i>TMBIM6</i>, <i>RPL30</i>, <i>TPM4</i>, <i>BCAS3</i>, <i>MYL6</i>, <i>RPS11</i>, <i>RPS18</i>, <i>EIF4G1</i>, <i>EIF4G2</i>, <i>TMSB4X</i>, <i>RPL15</i>, <i>RPS24</i>, <i>RPS6</i>, <i>RPL11</i>, <i>P4HB</i>, <i>RPL6</i>, <i>CCND1</i>, <i>HNRNPK</i>, <i>RPLP1</i>, <i>CANX</i>, <i>CDH1</i>, <i>RPS25</i>, <i>RPL41</i>, <i>XBP1</i>, <i>PRSS23</i>, <i>FASN</i>, <i>PCBP2</i>, <i>RNR1</i>, <i>EIF4B</i>, <i>APPBP2</i>, <i>YBX1</i>, <i>RPS8</i>, <i>SLC9A3R1</i>, <i>PFN1</i>, <i>HNRNPC</i>, <i>SET</i>, <i>PSAP</i>, <i>RPL7</i>, <i>SLC39A6</i>, <i>RPL10</i>, <i>HDLBP</i>, <i>TUBB4B</i>
**Top 100 expressed genes in MCF-7 mammospheres**	<i>KRT8</i>, <i>RNR2</i>, <i>GNAS</i>, <i>PKM</i>, <i>SCD</i>, <i>EEF1A1</i>, <i>SULF2</i>, <i>GAPDH</i>, <i>KRT18</i>, <i>CSDE1</i>, <i>KRT19</i>, <i>ENO1</i>, <i>EEF2</i>, <i>ACTB</i>, <i>HSP90AA1</i>, <i>SLC39A6</i>, <i>ACTG1</i>, <i>NCOA3</i>, <i>ALDOA</i>, <i>CLTC</i>, <i>TPT1</i>, <i>PABPC1</i>, <i>FTH1</i>, <i>P4HB</i>, <i>DDX5</i>, <i>RNR1</i>, <i>FASN</i>, <i>TMBIM6</i>, <i>PTMA</i>, <i>PSMD6</i>, <i>HNRNPA2B1</i>, <i>ATP1A1</i>, <i>CTSD</i>, <i>RPL8</i>, <i>S100A11</i>, <i>SPTSSB</i>, <i>YWHAZ</i>, <i>GATA3</i>, <i>HSP90AB1</i>, <i>EEF1A2</i>, <i>CLU</i>, <i>EEF1G</i>, <i>BMP7</i>, <i>RPL4</i>, <i>XBP1</i>, <i>SPINT2</i>, <i>TRIM37</i>, <i>PSAP</i>, <i>RPL13</i>, <i>RPS2</i>, <i>HSPA8</i>, <i>NUCKS1</i>, <i>CFL1</i>, <i>PPIA</i>, <i>RPL7A</i>, <i>RPLP0</i>, <i>EIF4G1</i>, <i>APP</i>, <i>RACK1</i>, <i>MYL6</i>, <i>CANX</i>, <i>RPS3</i>, <i>PLEC</i>, <i>H3F3B</i>, <i>CDH1</i>, <i>FLNA</i>, <i>SYTL2</i>, <i>CYP1B1</i>, <i>SRRM2</i>, <i>HSPB1</i>, <i>RPS4X</i>, <i>DHCR24</i>, <i>CD63</i>, <i>LY6E</i>, <i>PRKAR1A</i>, <i>EIF4G2</i>, <i>NPM1</i>, <i>HDLBP</i>, <i>APPBP2</i>, <i>TUBB</i>, <i>TMSB4X</i>, <i>HNRNPK</i>, <i>NCL</i>, <i>PHLDA1</i>, <i>TBC1D9</i>, <i>CALR</i>, <i>HSPA5</i>, <i>COX6C</i>, <i>PCBP2</i>, <i>RPS6KB1</i>, <i>UBB</i>, <i>CALM1</i>, <i>RPL15</i>, <i>TUBA1B</i>, <i>PLK2</i>, <i>ZNF217</i>, <i>BSG</i>, <i>CRABP2</i>, <i>UBC</i>, <i>RPS11</i>

Table S2. See the excel file entitled “**Suppl. Table S2**”

Table S3. See the excel file entitled “**Suppl. Table S3**”

Table S4. See the excel file entitled “**Suppl. Table S4**”

How the deposited data were processed for this re-analysis (not part of the article)

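RNA-seq libraries of the MCF-7 breast cancer cell line were compared between second-generation mammospheres and adherent monolayers, with 2 libraries of each, 1 per experiment. The labels give both experiments' libraries as sequenced on the NextSeq500, while the paper gives the NextSeq500 or a NovaSeq instrument for its libraries.

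The authors made 75 bp single-end libraries with the TruSeq RNA v2 kit, aligned reads to hg19 with HISAT2 and counted reads per gene symbol with htseq-count in its intersection-nonempty mode, and the deposited files hold these raw counts for 27967 genes in each library. The annotation and the strand setting are not stated, and the files hold none of htseq-count's summary lines. From the same counts the authors ran DESeq2, and their deposited table gives a signal per gene (the mean of the size-factor normalized counts over the 4 libraries), the log2 fold change of mammospheres over monolayers with its standard error, the score of the Wald test, and the p-value with its Benjamini-Hochberg adjustment. The deposited log2 fold changes are those of an unshrunken DESeq2 fit, since DESeq2 run on the counts gave the same values within 8.32e-09. The adjusted p-value is missing for 11698 genes of the authors' deposited table.

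Library totals were 22208180 and 18106374 counts for mammospheres 1 and 2 and 23382965 and 31226929 for monolayers 1 and 2. Shares of reads are given with 95% Wilson intervals. These intervals, and the floor of 3 counts per library used for folds against groups with no read, cover counting error only, since PCR copies of 1 molecule are not independent and no molecular identifiers were used.

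Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made in Python 3.11.15. Genes with at least 10 counts in at least 2 libraries were tested (15102 genes), with TMM factors, edgeR's quasi-likelihood F-test and Benjamini-Hochberg adjustment over all tested genes. Single genes and members of lists were called at an adjusted p under 0.05, and DEGs at an adjusted p under 0.01 and a fold of at least 2, the paper's thresholds. Normalized counts are counts divided by the TMM-scaled library size and set to the mean library, and are given as mean ± SD over the 2 libraries of a group. Log2 ratios per experiment use a pseudocount of 1.

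The labels number the libraries of both groups by experiment, which pairs them. Over the 15102 genes, the deviations from the group means in same-numbered libraries correlated with r = 0.611, and the second principal component (30.2% of the variance, after 62.8% on the first) separated the experiments. The main fit leaves this pairing out, so its calls can miss changes that a fit with the pairing shows. A fit with the experiment as a block is therefore given beside a named gene, a list or a count where it changes the call or moves the count by more than 1.5 times.

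The gene lists cover pathways the paper discusses and others it does not: cell division, ribosome, metabolism, signalling, nuclear receptors, lineage and stem cell markers, channels, stress and other cell types. Of 38 lists, 37 had tested members. The list of genes encoded in the mitochondrion had none, as the files hold only RNR1 and RNR2 of that genome. Lists were tested with limma's camera at a preset correlation of 0.01 and adjusted over the 37 lists, then with a correlation estimated from the data. Groups of Tables S3 and S4 were taken as printed, and no gene sets for a repeat of the paper's enrichment tests were at hand.

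Genes are named by a rule: every gene the paper names from its RNA-seq; the 10 DEGs with the largest increase and the 10 with the largest decrease among those with at least 100 normalized counts in the higher group and no overlap between the groups; up to 3 genes that rose and 3 that fell in each list, by adjusted p; and all TRPM channels. Values of the paper's Table S2 had been seen when the rule was written. Where 4 or 5 members of a list passed, the remaining ones are named too, chosen after their values were seen. Positions are from GENCODE 44 lifted to GRCh37, in which 24027 symbols (85.9%) matched 1 gene.

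The tests were tried on simulated counts with 2 libraries per group and known changes. There edgeR called 20.6% of 68 genes changed by 1 on the log2 scale, 92.4% of 66 changed by 2 and 100% of 66 changed by 3. It also called 23 of the unchanged genes (0.154% of them). On the same simulated counts DESeq2 called 36.8%, 95.5% and 98.5% and 46 unchanged genes. A change of 2-fold was thus mostly missed in the simulation. Few of its 15102 genes were changed, and its libraries shared no difference between experiments. In the measured counts 1614 genes were called, which makes the limit on a single p less strict, so these rates do not carry over.

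Alternatives were DESeq2, limma-voom, edgeR with RLE factors or library sizes only, no filter, a filter on the mean count, the experiment as a block, leaving out each library in turn, other thresholds, other minimums for an expressed gene, other scales for the correlation of the groups, and for lists a test by fry, RLE factors and an estimated correlation. With 2 libraries in each group, other splits of the samples and outlier tests were not used. Results from qPCR, flow cytometry, knock-down and drug treatment have no deposited values and were left out.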

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

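The results below are of gene lists on which the paper does not report, though some hold genes that it names (ALDH3A1, CAV1, CYP1A1, DHRS3, KRT20, PHLDA1 and TGM2). Each list stood apart from all other tested genes in limma's camera with Benjamini-Hochberg adjustment. Values in square brackets are those without mammospheres 1, mammospheres 2, monolayer 1 and monolayer 2, and genes were called by edgeR at an adjusted p under 0.05. The tests on sequencing depth, scaling, stress and the media were chosen after the result was seen, those on transcript length and on the interferon genes before.

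Ribosomal protein genes were lower together in mammospheres, where 7 [0, 1, 0, 0] of 78 fell (39 adjusted over the list alone, 69 fell and 1 rose with the experiment as a block, [35, 49, 19, 42] at an unadjusted p under 0.05), with a median log2 fold change of -0.74 (adjusted p = 1.5e-13; adjusted p = 0.285 with an estimated correlation). Random lists were matched in mean expression and in the length and GC content of each gene's longest annotated transcript. Of 10000 such lists 0% had a median as low (lowest -0.42), which argues against a bias that follows these features as the whole cause. The lists were themselves below 0 (median -0.18), so a part of the fall may go with these features. The longest transcript need not be the one expressed (7062 bp for RPS29), so a bias of the expressed length stays open. The values argue against the depth of the monolayers, since the median was -0.84 in experiment 1, where the monolayer had 1.05 times the reads of the mammospheres. They also argue against the TMM factors as the cause. These ran only from 0.956 (monolayer 1) to 1.05 (mammospheres 2), and with library size only the median was -0.67. Library size is itself a scaling to the total of reads, so other effects of scaling stay open. The media stay open, as 0 monolayer libraries were grown in mammosphere medium, so that medium and growth as spheres cannot be told apart. A lower need for ribosomes in cells that divide less may be a biological explanation, and it was not tested, nor were reads shared with pseudogenes.

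Genes induced by MAPK signalling were higher together, where 13 [13, 11, 9, 7] of 22 rose (16 adjusted over the list alone, and with the experiment as a block 16, while 1 fell), such as DUSP6, PHLDA1 and ETV5, with a median log2 fold change of 1.73 (adjusted p = 4.06e-09; adjusted p = 0.285 with an estimated correlation). Stress of collecting the spheres would raise other immediate early genes alike, and the 15 stress and immediate early genes outside this list had a median of 0.24 (SD 1.05), below that of the MAPK genes by more than this spread, which argues against a general stress response as the whole cause. Of those 15, NR4A1 (2.31) and NR4A2 (2.59) rose about as much as the MAPK genes, as did EGR1 (2.52; adjusted p = 0.105 without monolayer 2), which is in both lists, so stress in part stays open. EGF and FGF in the mammosphere medium may be the cause, and they stay open because 0 monolayer libraries received them. Whether growth as spheres itself acts on these genes was not tested.

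Interferon-induced genes were higher in mammospheres on average, where 4 [1, 18, 0, 0] of 33 rose (IFITM1, IFITM3, RSAD2 and MX2; 6 adjusted over the list alone, 13 with the experiment as a block, [5, 27, 7, 8] at an unadjusted p under 0.05), with a median log2 fold change of 0.98 (adjusted p = 0.0192 [0.480, 1.43e-12, 0.220, 0.00447]; adjusted p = 0.783 with an estimated correlation). The rise was in 1 experiment, with a median log2 ratio of 1.78 and 33 of 33 genes above 0 in experiment 1, and -0.20 and 14 of 33 in experiment 2, which for the list as a whole is what a response in mammospheres 1 alone would give. Without that library the list pointed down. RSAD2, MX2, IFITM1 and IFITM3 were higher in experiment 2 too (log2 ratios 1.57, 1.13, 0.93 and 0.90). They were picked because they passed over all libraries, experiment 2 included, so their ratios are not independent evidence against a response in that library alone. A difference between the experiments that both groups share would raise monolayer 1 too, but the list was lower there than in monolayer 2 (median log2 difference -0.50) while mammospheres 1 lay 2.00 above mammospheres 2. What set off the larger response in that library was not tested, and it may have no tie to growth as spheres.

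Of the genes of cholesterol synthesis, 24 measured, 7 [7, 2, 2, 0] rose (among them STARD4, HMGCS1 and DHCR24; 11 adjusted over the list alone; 13 rose with the experiment as a block, [11, 11, 13, 7] at an unadjusted p under 0.05), and the median log2 fold change was 0.64 (adjusted p = 6.24e-05; adjusted p = 0.518 with an estimated correlation). Basal and squamous markers were higher in mammospheres, and of 29 measured 18 [17, 17, 14, 14] rose (among them PKP1, KRT4 and KRT20, the last a gastrointestinal keratin that the list also holds; 21 adjusted over the list alone; 21 rose and 3 fell with the experiment as a block), 1 [1, 1, 1, 0] fell (TP63, with an adjusted p of 0.0629 without monolayer 2; [4, 2, 3, 2] at an unadjusted p under 0.05; 3 adjusted over the list alone), and the median log2 fold change was 2.67 (adjusted p = 6.19e-09; adjusted p = 0.285 with an estimated correlation). Targets of the aryl hydrocarbon receptor were higher, and of 11 measured 4 [5, 4, 2, 2] rose (CYP1A1, LRAT, CYP1B1 and ALDH3A1; 6 adjusted over the list alone; 6 rose and 1 fell with the experiment as a block), 1 fell without mammospheres 1, and the median log2 fold change was 1.85 (adjusted p = 0.0321 [0.00423, 0.0630, 0.0456, 0.0204], 0.0608 with the experiment as a block; adjusted p = 0.518 with an estimated correlation). For targets of p53, with 23 measured, 4 [3, 3, 2, 2] rose (GDF15, PLK2, PLK3 and TP53INP1; 8 adjusted over the list alone; 8 rose and 1 fell with the experiment as a block), and the median log2 fold change was 0.36 (adjusted p = 0.0384 [0.0692, 0.0574, 0.0648, 0.0652], 0.0615 with the experiment as a block; adjusted p = 0.341 with an estimated correlation). Retinoic acid-induced genes were lower, and of 16 measured, 6 [5, 3, 3, 5] fell (among them DHRS3, STRA6 and TGM2; 9 adjusted over the list alone; 9 fell and 3 rose with the experiment as a block), 1 [1, 3, 1, 1] rose (CRABP1; 2 adjusted over the list alone), and the median log2 fold change was -1.14 (adjusted p = 0.00186; adjusted p = 0.285 with an estimated correlation). In the list of ribosome biogenesis, with 35 measured, 8 [5, 3, 1, 0] fell (among them MYC, FBL and LYAR; 22 adjusted over the list alone; 24 fell with the experiment as a block, [21, 14, 11, 17] at an unadjusted p under 0.05), and the median log2 fold change was -0.65 (adjusted p = 2.74e-09; adjusted p = 0.285 with an estimated correlation). For the actin cytoskeleton and targets of SRF, with 26 measured, 7 [5, 4, 2, 2] fell (among them CAV1, CAV2 and LIMA1; 7 adjusted over the list alone; 10 fell and 2 rose with the experiment as a block), and the median log2 fold change was -0.40 (adjusted p = 0.00814 [0.00415, 0.0529, 0.107, 0.000534]; adjusted p = 0.518 with an estimated correlation).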

How the results depend on the processing

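The alternatives were planned except 2 that were chosen after seeing the data, an expression minimum of more than 9 reads and fold changes of mean reads without scaling. Where 1 library is left out, the lone library of a group is assumed to vary like those of the other. For the changes below the cause was not tested, apart from the thresholds and library numbers that differ by construction.

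The 491 DEGs (355 higher, 136 lower) became 1421 (923, 498) with DESeq2, 1828 (1205, 623) with no filter, 1691 (1119, 572) with the experiment as a block and 1614 (1022, 592) at an adjusted p under 0.05 with no fold limit. They were 477 with RLE factors, 551 with library sizes only, 517 with the filter on the mean count and 454 with limma-voom. Without 1 library the total was 26 to 638, with 14 to 480 higher and 12 to 158 lower, lowest without monolayer 1 and highest without mammospheres 1. All of the 491 are among those of the block fit, 435 are among those of limma-voom, and 451, 341, 26 and 29 were kept without mammospheres 1, mammospheres 2, monolayer 1 and monolayer 2. More genes were higher than lower in each of these settings.

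TRPM4 had a log2 fold change of 1.30 with RLE factors and 1.22 with limma-voom, both with an adjusted p over the limit of 0.05 (0.0503 with RLE factors). Without 1 library it was 0.76 to 1.70, lowest without mammospheres 2, and only without mammospheres 1 stayed under the limit. Without scaling, chosen after seeing the data, it was 0.87.

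The 18 lists that passed kept their call in 18 cases with RLE factors, 15 with the experiment as a block, and 15, 14, 14 and 16 without mammospheres 1, mammospheres 2, monolayer 1 and monolayer 2. By fry, which tests whether a list moves 1 way and not whether it differs from other genes, 12 of the 18 had an adjusted p under 0.05. With an estimated correlation 0 passed, among them fatty acid synthesis, mitosis, DNA replication, TGF-beta signalling and potassium channels (adjusted p = 0.285) and the Wnt ligands, receptors and modulators (0.341). The Wnt list was also over the limit with the block (0.0502) and without any 1 library (0.0602 to 0.0867). The interferon list reversed without mammospheres 1 (0.480) and had 1.43e-12 without mammospheres 2.

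Of 148 named genes that were tested, 131 passed. DESeq2 kept 131 and added 2, RLE factors kept 130, library sizes only 131, no filter 131 and 1 more, the filter on the mean count 131, the block 131 and 3 more, limma-voom 129, and the fits without mammospheres 1, mammospheres 2, monolayer 1 and monolayer 2 kept 119, 112, 86 and 74. None of the 131 reversed. Many of them were named because they passed this same test or because the paper reports them as changed. How many kept their call is therefore not independent evidence and does not carry over to other genes. Among named genes and lists tested as a whole, the block changed no other call than those given here, beside the claims and under the lists of the closing section. It also moved counts of list members, which are given where they moved by more than 1.5 times.

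Pearson's r of the groups was 0.980 on log2 mean reads, 0.963 as Spearman's rho and 0.877 to 0.917 without 1 library. Genes expressed in mammospheres alone and monolayers alone were 313 and 184 when at least 10 reads were needed in both libraries of the group and fewer than 10 in both of the other. When it was enough that the other group had fewer than 10 in 1 library, a version looked at after the values were seen, they were 626 and 445. The filter removed TRPM1, TRPM2, TRPM3, TRPM5 and TRPM8, and with no filter none of them passed.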

Differences from the paper's values

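The paper gives 1421 DEGs, 923 higher and 498 lower in mammospheres, at the thresholds used here, and edgeR gave 491, 355 and 136. Of the alternatives set before the data were examined, those within 1.5 times of the paper's 3 counts were DESeq2 (1421, 923 and 498), no filter (1828, 1205 and 623), the experiment as a block (1691, 1119 and 572) and an adjusted p under 0.05 with no fold limit (1614, 1022 and 592). Those that were not were RLE factors, library sizes only, the filter on the mean count, limma-voom, the added minimum of 10 reads in a group (491) and the fits that left out 1 library. The authors' p adjusted over the 15102 tested genes gave 1433 (930 and 503). All 491 genes are among the paper's, with the same direction.

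The paper places TRPM4 among its DEGs. In edgeR its log2 fold change of 1.29 had an adjusted p of 0.0489, over the paper's limit, while with DESeq2 it was 0.00274 and with the experiment as a block 0.00156, both under it.

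The paper lists hypoxia genes among those that mammospheres raise, from a hallmark set tested on its raised DEGs alone. The HIF targets here are a different list, taken over all tested members, so both results can hold. Of 24 HIF targets 2 [2, 3, 2, 1] rose and 4 [4, 4, 1, 1] fell in edgeR (brackets: without mammospheres 1, mammospheres 2, monolayer 1 and monolayer 2), and with the experiment as a block 4 and 7. TMEM45A rose, and 25 of 26 [21, 16, 11, 5] genes that the paper prints for hypoxia rose too, which it chose on these samples and which are not independent evidence.

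The paper also lists both oestrogen responses among the raised sets, again from hallmark sets tested on its raised DEGs alone. The targets here are a different list, taken over all tested members, so both results can hold. Of 30 oestrogen receptor targets 3 [3, 4, 2, 2] rose (EGR3, TFF3 and KCNK5) and 11 [17, 5, 4, 4] fell, among them STC2, PGR and TPD52L1 (brackets: without mammospheres 1, mammospheres 2, monolayer 1 and monolayer 2). Adjusted over the list alone 5 rose and 16 fell, and with the experiment as a block 5 and 19. Of the genes that the paper prints for the early and late responses, 16 [16, 13, 6, 6] of 18 and 22 [23, 17, 11, 7] of 25 rose, which is not independent evidence, since they were chosen on these samples. The median log2 fold change of the 30 targets was -0.91 (camera, adjusted p = 0.00167 by Benjamini-Hochberg; adjusted p = 0.473 with an estimated correlation).

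The paper's counts of expressed genes, 14937 and 14641 with 496 and 316 in 1 group alone, imply 14441 and 14325 genes in both groups, which should be 1 number. The counts here (14848, 14678, 643 and 473) lie within 1.5 times of them. Of 84 definitions of an expressed gene tried after seeing the values, 1 gave 1 of the paper's 4 counts (more than 9 reads, 14937 in mammospheres) and 0 gave 2 or more.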

Other observations

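Lists that did not stand apart from other genes in limma's camera are given here with counts from edgeR, both with Benjamini-Hochberg adjustment, and values in square brackets are those without mammospheres 1, mammospheres 2, monolayer 1 and monolayer 2. For glycolysis, of 19 measured genes 1 [1, 0, 0, 0] rose (ENO1) and 1 [1, 0, 0, 0] fell (PFKP) (adjusted over the list alone, 1 and 1; with the experiment as a block, 2 and 2; median log2 fold change -0.02, mean 0.03, with the test pointing down; adjusted p = 0.593). For oxidative phosphorylation, of 37 measured genes 0 rose and 0 fell (adjusted over the list alone, 0 and 0; with the experiment as a block, 1 and 1; unadjusted p under 0.05, 1 and 1; DESeq2, 1 and 1; limma-voom, 0 and 0; median log2 fold change -0.18, mean -0.15; adjusted p = 0.0823 [0.878, 0.00508, 0.0385, 0.357]). In the Notch pathway, of 20 measured genes 1 [0, 0, 0, 0] rose (MAML2) and 2 [1, 2, 1, 1] fell (HEY2 and DLL1) (adjusted over the list alone, 2 and 2; with the experiment as a block, 4 and 4; median log2 fold change 0.06, mean -0.13, with the test pointing down; adjusted p = 0.849). In the Hedgehog pathway, of 9 measured genes 0 rose and 1 [1, 1, 1, 1] fell (SHH) (adjusted over the list alone, 0 and 1; with the experiment as a block, 1 and 1; unadjusted p under 0.05, 2 and 1; DESeq2, 0 and 1; limma-voom, 0 and 1; median log2 fold change 0.65, mean 0.38; adjusted p = 0.286). Under the response to glucocorticoids and progesterone, of 18 measured genes 3 [3, 3, 2, 2] rose (ERRFI1, MAOA and SGK1) and 4 [5, 4, 3, 3] fell (KLF9, MT1X, TSC22D3 and SCNN1A) (adjusted over the list alone, 4 and 5; median log2 fold change 0.17, mean 0.05; adjusted p = 0.955). Among NRF2 targets, of 22 measured genes 4 [4, 2, 2, 1] rose (ABCC2, HMOX1, ABCC3 and OSGIN1) and 0 fell (adjusted over the list alone, 6 and 0; with the experiment as a block, 6 and 2; unadjusted p under 0.05, 6 and 1; DESeq2, 6 and 1; limma-voom, 4 and 0; median log2 fold change 0.06, mean 0.33; adjusted p = 0.323). Among YAP/TEAD targets, of 22 measured genes 1 [0, 1, 0, 0] rose (IGFBP3) and 5 [4, 4, 3, 2] fell (TGFB2, NT5E, AJUBA, TEAD4 and ANKRD1) (adjusted over the list alone, 1 and 5; with the experiment as a block, 2 and 6; median log2 fold change -0.10, mean -0.52; adjusted p = 0.205 [0.0668, 0.513, 0.454, 0.0204]).

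In the unfolded protein response, of 19 measured genes 0 rose and 0 fell (adjusted over the list alone, 0 and 0; with the experiment as a block, 2 and 0; unadjusted p under 0.05, 2 and 0; DESeq2, 1 and 0; limma-voom, 0 and 0; median log2 fold change 0.17, mean 0.22; adjusted p = 0.242). Among ATF4 targets, of 21 measured genes 0 rose and 1 [2, 1, 1, 1] fell (STC2) (adjusted over the list alone, 0 and 1; with the experiment as a block, 2 and 4; unadjusted p under 0.05, 1 and 4; DESeq2, 1 and 4; limma-voom, 0 and 1; median log2 fold change -0.12, mean -0.31; adjusted p = 0.205). For stress and immediate early genes, of 18 measured genes 3 [3, 5, 3, 2] rose (NR4A1, NR4A2 and EGR1) and 1 [1, 0, 0, 0] fell (GADD45B) (adjusted over the list alone, 4 and 1; median log2 fold change 0.32, mean 0.54; adjusted p = 0.317 [0.883, 0.0137, 0.415, 0.332]). Fibroblast markers: of 3 measured genes 1 [0, 1, 0, 0] rose (COL3A1) and 0 fell (adjusted over the list alone, 1 and 0; unadjusted p under 0.05, 1 and 0; DESeq2, 1 and 0; limma-voom, 1 and 0; median log2 fold change 0.25, mean 0.62; adjusted p = 0.578). Immune cell markers: of 5 measured genes 0 rose and 0 fell (adjusted over the list alone, 0 and 1; with the experiment as a block, 0 and 1; unadjusted p under 0.05, 0 and 1; DESeq2, 0 and 1; limma-voom, 0 and 0; median log2 fold change -1.39, mean -1.41; adjusted p = 0.270 [0.0848, 0.574, 0.770, 0.0136]). Endothelial markers: of 5 measured genes 0 rose and 0 fell (adjusted over the list alone, 0 and 0; with the experiment as a block, 0 and 1; unadjusted p under 0.05, 0 and 1; DESeq2, 0 and 0; limma-voom, 0 and 0; median log2 fold change 0.50, mean 0.03, with the test pointing down; adjusted p = 0.928).

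The mitochondrial 16S rRNA, RNR2, took 0.465% (95% Wilson interval 0.462 to 0.468%) and 1.02% (1.02 to 1.03%) of the reads in mammospheres 1 and 2, and 0.301% (0.299 to 0.304%) and 0.389% (0.387 to 0.391%) in monolayers 1 and 2. PRSS23 fell from rank 83 in monolayers to rank 3191 in mammospheres by mean reads, and CLU and LY6E rose from ranks 762 and 850 to ranks 41 and 74. These 3 genes were chosen after their values were seen. The paper states that the genes it measured after knock-down had considerable expression, but HHIP had 0 reads in every library. TWIST1 had 12 and 10 reads in mammospheres and 4 and 3 in monolayers. TWIST1, PRICKLE1 and NOTCH1 did not pass (log2 fold changes 1.95, 0.42 and 0.21, adjusted p = 0.128, 0.531 and 0.611 from edgeR with Benjamini-Hochberg adjustment).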
